# Ozone responses in Arabidopsis: beyond stomatal conductance

**DOI:** 10.1093/plphys/kiab097

**Published:** 2021-02-24

**Authors:** Luis O Morales, Alexey Shapiguzov, Omid Safronov, Johanna Leppälä, Lauri Vaahtera, Dmitry Yarmolinsky, Hannes Kollist, Mikael Brosché

## Abstract

Tropospheric ozone (O_3_) is a major air pollutant that decreases yield of important crops worldwide. Despite long-lasting research of its negative effects on plants, there are many gaps in our knowledge on how plants respond to O_3_. In this study, we used natural variation in the model plant Arabidopsis (*Arabidopsis thaliana*) to characterize molecular and physiological mechanisms underlying O_3_ sensitivity. A key parameter in models for O_3_ damage is stomatal uptake. Here we show that the extent of O_3_ damage in the sensitive Arabidopsis accession Shahdara (Sha) does not correspond with O_3_ uptake, pointing toward stomata-independent mechanisms for the development of O_3_ damage. We compared tolerant (Col-0) versus sensitive accessions (Sha, Cvi-0) in assays related to photosynthesis, cell death, antioxidants, and transcriptional regulation. Acute O_3_ exposure increased cell death, development of lesions in the leaves, and decreased photosynthesis in sensitive accessions. In both Sha and Cvi-0, O_3_-induced lesions were associated with decreased maximal chlorophyll fluorescence and low quantum yield of electron transfer from Photosystem II to plastoquinone. However, O_3_-induced repression of photosynthesis in these two O_3_-sensitive accessions developed in different ways. We demonstrate that O_3_ sensitivity in Arabidopsis is influenced by genetic diversity given that Sha and Cvi-0 developed accession-specific transcriptional responses to O_3_. Our findings advance the understanding of plant responses to O_3_ and set a framework for future studies to characterize molecular and physiological mechanisms allowing plants to respond to high O_3_ levels in the atmosphere as a result of high air pollution and climate change.

## Introduction

Plants are continuously exposed to adverse environmental conditions that impair growth and fitness (Suzuki et al., 2014). Ozone (O_3_) is a phytotoxic air pollutant that reduces the yield of important crops worldwide (Ainsworth et al., 2012). O_3_ enters the plant through stomata and in the apoplast it breaks down into reactive oxygen species (ROS), such as superoxide ($O_{2}^{–}$) and hydrogen peroxide (H_2_O_2_; Ainsworth, 2017; Waszczak et al., 2018). Depending on the O_3_ concentration, sensitive plant species activate cell death programs leading to the development of lesions (Brosché et al., 2010; Langebartels et al., 2002). O_3_ and most abiotic and biotic stresses increase the formation of ROS with potentially deleterious toxic effects on DNA, proteins, lipids, and carbohydrates. However, ROS are not merely damaging molecules, as they also initiate signaling events that help plants acclimate to stress (Jaspers and Kangasjärvi, 2010; Waszczak et al., 2018).

Plants actively produce ROS as signaling molecules to regulate developmental and defense programs (Huang et al., 2019). One of the earliest detectable responses in defense against pathogens and abiotic stresses is increased apoplastic ROS production (often referred to a ROS burst; Shimada et al., 2003; Choudhury et al., 2017; Qi et al., 2017). As treatments with O_3_ allow a controlled delivery of apoplastic ROS to plants without further manipulation, O_3_ is a very useful tool to study general mechanisms of ROS signaling and its role in cell death, defense signaling, and regulation of gene expression (Vainonen and Kangasjärvi, 2015; Xu et al., 2015a). Apoplastic ROS signaling triggered by O_3_ induces large scale changes in gene expression and metabolic profiles (Blomster et al., 2011; Xu et al., 2015a). However, mechanistic understanding of how ROS regulate gene expression is very limited as only few specific components of ROS signaling have been deciphered in plants. Overall, studies with O_3_ can fulfill two goals at the same time: (1) How do plants protect themselves against this air pollutant? and (2) How do plants use ROS to regulate defense signaling?

The large genetic variation between naturally occurring populations/accessions of Arabidopsis (*Arabidopsis thaliana*) provides a unique resource to study the complex mechanisms underlying stress tolerance. Arabidopsis accessions display different O_3_ sensitivity which is largely explained by stomatal conductance regulating O_3_ uptake and cell death in O_3_ sensitive genotypes (Brosché et al., 2010; Xu et al., 2015b). The O_3_ sensitive accession from the Cape Verde islands Cvi-0 (hereafter, Cvi) has constitutively high stomatal conductance and increased O_3_ uptake caused by impaired function of MITOGEN-ACTIVATED PROTEIN KINASE12 (Brosché et al., 2010; Jakobson et al., 2016). Mutant analysis in Arabidopsis showed that O_3_ activates an abscisic acid (ABA) signaling pathway that ultimately leads to stomatal closure through SLOW ANION CHANNEL1 (Merilo et al., 2013). In addition, several Arabidopsis mutants with increased stomatal conductance display O_3_ sensitivity (Overmyer et al., 2008; Hõrak et al., 2016; Sierla et al., 2018). However, O_3_ responses in Arabidopsis are very complex and clearly involve other physiological functions in addition to stomatal opening (Overmyer et al., 2008). Thus, further characterization of O_3_ responses in sensitive Arabidopsis accessions is needed to unravel genetic and molecular mechanisms underlying O_3_ sensitivity in plants.

Shahdara (Sha), an Arabidopsis accession from Tajikistan in Central Asia was identified as highly O_3_ sensitive (Brosché et al., 2010). Sha is also tolerant to drought and salt stress, has low chlorophyll content, and low levels of ABA (Bouchabka et al., 2008; Sharma et al., 2013; Szymańska et al., 2015; Kalladan et al., 2019). Thus, given its O_3_ sensitivity and altered stress responses, Sha is a good candidate to reveal mechanisms of plant O_3_ responses.

A consistent physiological O_3_ response across many plant species and O_3_ doses is a decreased rate of photosynthesis and reduced expression of photosynthesis-related genes (Fiscus et al., 2005; Wittig et al., 2007; Kontunen-Soppela et al., 2010a; Vainonen and Kangasjärvi, 2015). High O_3_ concentrations reduce the abundance of photosynthetic proteins and pigments, which decrease photosynthetic rates, growth, and biomass production (Ainsworth et al., 2012; Ainsworth, 2017). The use of chlorophyll *a* fluorescence (ChlF) measurements has allowed the assessment of photosynthesis under different stress conditions including O_3_ (Baker, 2008; Bussotti et al., 2011). Measured ChlF parameters in several tree species indicated that O_3_ can affect activities of both Photosystems II and I (PSII and PSI, accordingly; Bussotti et al., 2011). However, in most such studies, the spatiotemporal resolution of ChlF analyses was insufficient to gain insight into kinetics and mechanisms of O_3_-induced damage to photosynthesis.

Transcriptional reprogramming is an early response in plants exposed to abiotic and biotic stresses (Atkinson and Erwin, 2012). Transcriptional responses to O_3_ have been studied in several species: Arabidopsis (Blomster et al., 2011; Brosché et al., 2014; Xu et al., 2015a), rice (*Oryza sativa* L; Ashrafuzzaman et al., 2018), silver birch (*Betula pendula* Roth; Kontunen-Soppela et al., 2010b), and Medicago (*Medicago truncatula*; Iyer et al., 2013). Mutant analysis in Arabidopsis identified regulators of O_3_-induced transcriptional responses, including the plant stress hormones ethylene, salicylic acid (SA) and jasmonic acid (Xu et al., 2015a). Furthermore, cell death induced by O_3_ in Arabidopsis requires altered transcriptional programs (Overmyer et al., 2005). Plants use a large number of transcription factors (TFs) to regulate changes in gene expression (Khan et al., 2018; Tian et al., 2019). In relation to O_3_, TFs from the families ETHYLENE RESPONSE FACTORS (ERF) , TGA, and WRKY regulate some aspects of the O_3_ response (Xu et al., 2015a). However, several more unidentified TFs are likely to be involved (Xu et al., 2015a).

In this study, we characterized molecular and physiological mechanisms underlying O_3_ sensitivity and ROS signaling in Arabidopsis. To that end, we designed a series of experiments with Arabidopsis accessions having different O_3_ sensitivities including Col-0 (hereafter, Col) as O_3_ tolerant, and Sha and Cvi as O_3_ sensitive. O_3_ sensitivity was characterized by measuring stomatal conductance, photosynthetic performance, abundance of antioxidants, and changes in gene expression.

## Results

### O_3_ sensitivity in Sha is associated with increased cell death

O_3_ sensitivity in Sha was first characterized by measuring cell death under various O_3_ doses. Exposure to 350 nL L^−1^ of O_3_ for 6 h induced a significantly higher percentage of cell death in Sha than in Col (*P* < 0.001; Figure 1A). Cell death in Sha also corresponded to increased lesion area in the leaves as compared with Col (Figure 1B). Exposure to 200 and 250 nL L^−1^ of O_3_ for 6 h also increased cell death and lesion formation in Sha leaves as compared with Col (*P < *0.05; Supplemental Figure S1). Previous research indicated that Arabidopsis mutants with lower concentration of the antioxidant ascorbic acid (AA) are O_3_ sensitive (Conklin et al., 2000). AA measurements showed that Sha contained approximately 20% lower levels of AA and dehydroascorbic acid than Col both under CA and O_3_ 350 nL L^−1^ for 2 h (Supplemental Figure S2).

**Figure 1:**
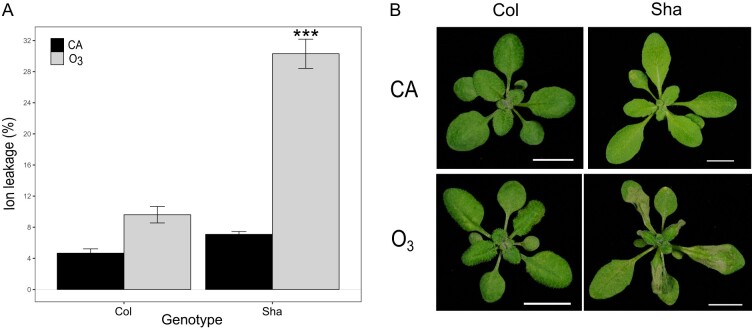
O_3_ response in Col and Sha plants exposed to 350 nL L^−1^ of O_3_ during 6 h. A, Cell death measurements with ion leakage in CA control and O_3_ treated plants. Mean of four independent experiments ± se is shown (*n = *32). The asterisks denote significant differences (*P* < 0.001) between O_3_-induced cell death in Col and Sha assessed with the function fit.contrast from gmodels 2.18.1 (Warnes et al., 2018). B, Representative pictures taken 24 h after the O_3_ exposure was finished (scale bar 1cm).

### O_3_ sensitivity in Sha was not linked to high stomatal conductance

Several O_3_-sensitive Arabidopsis accessions display high stomatal conductance and high O_3_ uptake during the first 30 min of acute O_3_ exposure, traits that are positively correlated with O_3_-induced cell death (Brosché et al., 2010). To assess the relationship of gas exchange parameters with the O_3_ sensitivity in Sha, 3 weeks old plants were exposed to O_3_ and stomatal conductance, rate of O_3_ uptake and cumulative O_3_ dose were measured during 4 h (Figure 2, A and B). Col and Sha had similar stomatal conductance in control conditions (Figure 2A, Supplemental Figure S3). In response to O_3_, Col had a rapid drop in stomatal conductance (referred to as rapid transient decrease), followed by reopening of stomata and finally, a sustained decrease in stomatal conductance (Vahisalu et al., 2010). After O_3_ exposure, both Col and Sha showed the same rapid decrease in stomatal conductance (Figure 2A;  Supplemental Figure S3A); however, while Col recovered its stomatal conductance, this response was much weaker in Sha. Although the stomatal uptake rate was slightly different in Col and Sha after 16 and 32 min of O_3_ onset, both genotypes received the same cumulative O_3_ doses during the first 48 min of O_3_ exposure (Figure 2B;  Supplemental Figure S3, B and C). In the continued O_3_ exposure, stomatal conductance in Sha eventually dropped to very low values, while Col still maintained ∼30% of stomatal conductance. Consequently, Sha plants had lower O_3_ uptake and lower total cumulative O_3_ dose as compared with Col plants (Figure 2B;  Supplemental Figure S3, B and C). This indicates that O_3_ sensitivity in Sha is regulated through stomata-independent mechanisms.

**Figure 2:**
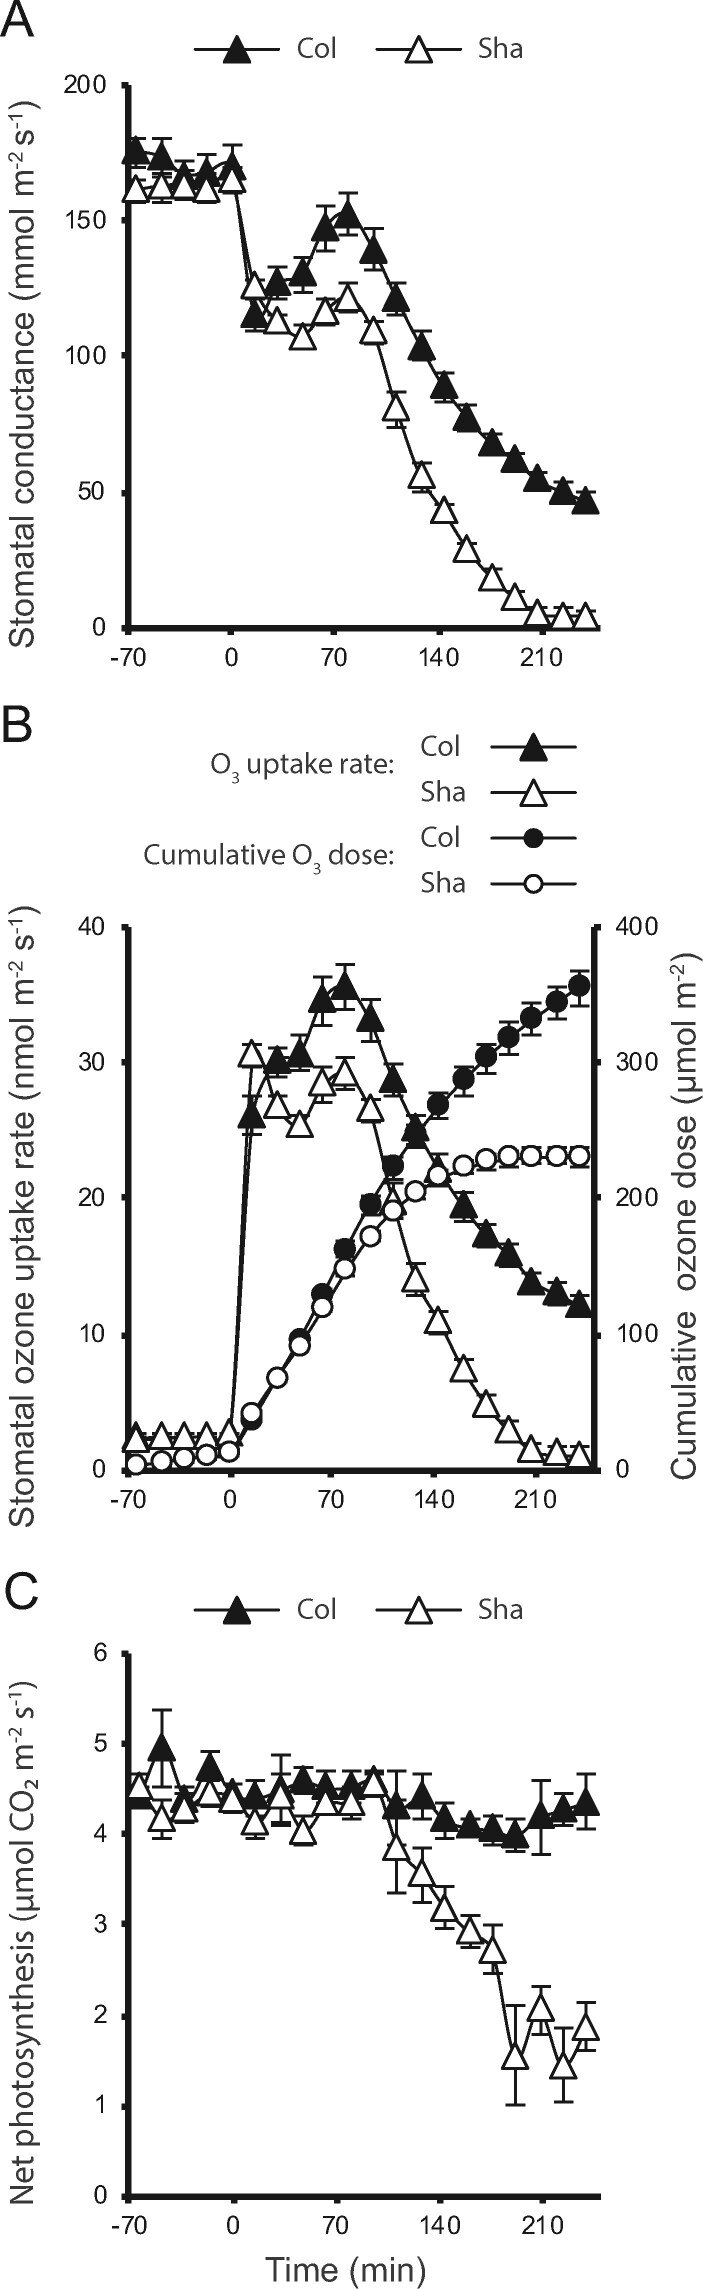
Gas exchange and photosynthetic response in Col and Sha subjected to O_3_ treatments. Time course of (A) stomatal conductance, (B) O_3_ uptake, and (C) and photosynthetic response measured in 3.5-week-old plants exposed to 423 ± 8.2 nL L^−1^ O_3_ during 4 h. Mean of three independent experiments ± se is shown (*n = *12).

### Photosynthesis is severely impaired in Sha by O_3_

To assess the direct O_3_ effects on photosynthetic activity in Sha, we first measured net photosynthesis using gas exchange in three weeks old plants exposed to O_3_ for 4 h. Despite considerably reduced stomatal conductance during O_3_ exposure (Figure 2A), Col maintained its photosynthetic activity. As plants for gas exchange were grown in relatively low light conditions (150 µE), decreased CO_2_ uptake through reduced stomatal apertures was probably not a limitation for photosynthesis (Tanaka et al., 2013). In contrast to Col, net photosynthesis started to progressively decline in Sha approximately 2 h after the onset of the O_3_ treatment (Figure 2C;  Supplemental Figure S3D). Importantly, Col displayed higher net photosynthesis than Sha at approximately the same values of stomatal conductance (256 min after O_3_ onset for Col and 144 min for Sha; Figure 2, A and C). This suggested that the decline of photosynthesis in Sha was not related to stomatal function.

In relation to O_3_, photosynthetic traits are usually measured in the whole plant or organ (i.e. leaf) after the specified time of exposure. However, by increasing the spatiotemporal resolution of the measurements, new insights can be gained into what aspects of photosynthesis are the O_3_ targets. We performed real-time monitoring of the O_3_-induced changes of photosynthesis using Pulse Amplitude Modulated (PAM) ChlF imaging. In addition to Sha, we included Cvi as a second O_3_-sensitive accession and compared photosynthetic parameters with those in the O_3_-tolerant Col. Two-week-old plants were exposed to O_3_ and ChlF was monitored from the onset of the O_3_ treatment. Against the background actinic light, saturating light pulses were given every 10 min to image maximal fluorescence, *F*_m_ʹ. After 1.5–2 h of O_3_ exposure, local lesions developed in Sha leaves. These lesions were originally only visible as depressions of *F*_m_ʹ (Figure 3). Notably, the lesions developed in a short time window of 10 min or less, and at the early stage did not coincide with changes in basal light-adapted fluorescence (*F*_s_; white arrows in Figure 3). Quantification of the effective quantum yield of PSII photochemistry (φPSII) revealed difference in photosynthetic electron transfer between the three accessions. No change of φPSII was observed in Col; however, massive drop of φPSII occurred in rosettes of Cvi, while in Sha φPSII originally decreased only within the local lesions (Figure 3C). During the following hour, the Sha lesions expanded, ultimately leading to leaf tissue collapse. This later stage was accompanied by rising *F*_s_, the characteristic feature of disassembling photosynthetic apparatus. In Sha, rising *F*_s_ was accompanied with temporary partial recovery of *F*_m_ʹ, this effect was much less pronounced in Cvi (Figure 3B).

**Figure 3:**
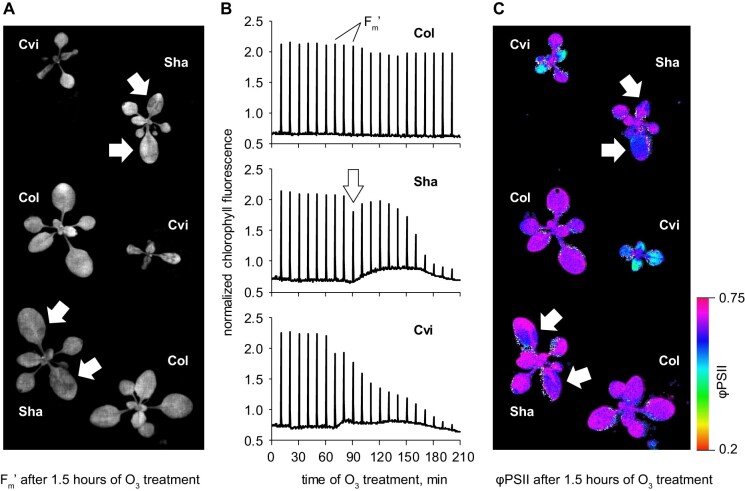
Imaging photosynthesis under O_3_ exposure. A, Representative image of O_3_-induced lesions recorded during a saturating light pulse (*F*_m_ʹ) with the Imaging PAM. Local lesions characteristic of Sha are labeled with arrows. B, ChlF kinetics extracted from the PAM imaging experiment shown in (A). Saturating light pulses to measure *F*_m_ʹ are labeled. Sha-specific transient depression in *F*_m_ʹ is shown with an arrow. C, Effective quantum yield of φPSII in the same experiment as in (A). Arrows indicate local depressions of φPSII in Sha.

Quenching of *F*_m_ʹ is referred to as nonphotochemical quenching (NPQ). The two main constituents of NPQ are the energy-dependent quenching (qE) associated with acidification of thylakoids and photoinhibitory quenching (qI) caused by damage to PSII (Baker, 2008). The difference between qE and qI can be revealed by dark adaptation. The qE component dissipates within 10–30 min of darkness, while qI takes longer time to recover. Thus, the PAM imaging protocol was modified to include 30-min dark periods, over which recovery of *F*_m_ was followed with saturating light pulses given once in 5 min (Figure 4A). We selected lesions that had formed just prior to a dark period and extracted kinetics for these areas in all imaged Sha plants (white arrow in Figure 4A). In these lesions, dark recovery of *F*_m_ was incomplete as compared with the undamaged leaf areas. This suggested that the initial drop in *F*_m_ʹ was likely associated with PSII damage, and not with the qE component of NPQ (Figure 4A). Moreover, in the lesioned areas *F*_m_ continued to decline during the dark period, indicating inhibition of PSII activity. The fact that inhibition occurred in darkness hinted that O_3_ exposure triggered programmed light-independent deterioration of photosynthesis.

**Figure 4:**
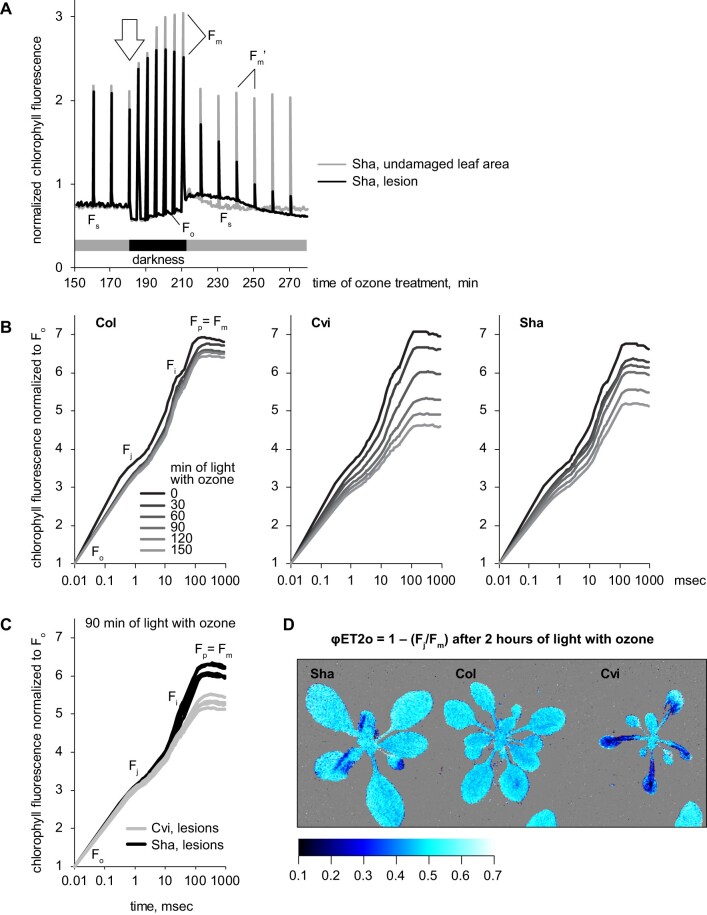
Imaging photosynthesis under O_3_ exposure. A, Kinetics of ChlF extracted after PAM imaging of O_3_-exposed Sha plants. Maximal fluorescence stimulated with the saturating light pulses in light (*F*_m_ʹ) and in darkness (*F*_m_) is indicated. Sha-specific transient drop of *F*_m_ʹ is indicated with an arrow. B, Kinetics of OJIP ChlF rise extracted after OJIP imaging of O_3_-exposed plants. The reads are normalized to *F*_o_. Note the logarithmic time axis. C, Comparison of OJIP kinetics recorded in lesioned tissues of Sha and Cvi after 90 min of O_3_ exposure. Five representative lesions were selected per each accession. The reads are normalized to *F*_o_. D, False-color image of OJIP parameter φET2o associated with electron transfer from PSII to plastoquinone pool.

As a complementary approach, we measured ultra-fast kinetics of ChlF rise (OJIP) in Col, Sha, and Cvi during a 4 h O_3_ exposure (Figure 4B). In essence, this method relies on time-resolved recording of ChlF rise during a saturating light flash. On a logarithmic time axis, this rise reveals inflections *F*_j_ and *F*_i_. The rise of fluorescence from *F*_o_ to *F*_j_ is usually associated with progressive reduction of PSII primary quinone electron acceptor Q_A_. The *F*_j_–*F*_i_ rise is related to reduction of intersystem electron carriers between PSII and Photosystem I (PSI). Finally, the rise from *F*_i_ to *F*_p_ (= *F*_m_) corresponds to reduction of electron acceptors downstream from PSI such as ferredoxin (Bussotti et al., 2011; Stirbet and Govindjee, 2011, 2012). Only small changes in OJIP kinetics were observed in Col, suggesting little effect of the O_3_ treatment on photosynthetic electron transfer. In Cvi, dramatic drop of all OJIP phases was detected over the course of O_3_ exposure, while Sha demonstrated intermediate response. Importantly, both in Cvi and Sha the O_3_-induced decrease in fluorescence was observed as early as at the *F*_o_–*F*_j_ phase (i.e. within 1 ms of OJIP kinetics; Figure 4B). The effects of the qE component of NPQ on OJIP kinetics are known to develop after several hundred milliseconds of illumination (Antal et al., 2011; Shapiguzov et al., 2019). This supported the idea that the O_3_-induced quenching of ChlF was not associated with qE (Figure 4, A and B).

The shape of OJIP kinetics assessed in O_3_ lesions was different between Sha and Cvi (Figure 4C). In Cvi, the decline in *F*_i_–*F*_m_ phase occurred faster than in Sha, while the decline in *F*_o_–*F*_j_ was similar in the two accessions. This suggested that Cvi experienced more rapid changes in electron transfer through PSI, than Sha. The parameter φET2o = 1 – (*F*_j_/*F*_m_) depending on both *F*_j_ and *F*_m_ has been associated with quantum yield of electron transfer from PSII to plastoquinone (Stirbet and Govindjee, 2011; Küpper et al., 2019). O_3_ damage lowered φET2o both in Cvi and in Sha, but the effect was more pronounced in Cvi (Figure 4D). Taken together, these results indicated that the inhibitory effect of O_3_ on photosynthetic functions was mainly associated with PSII damage, and not with the qE component of NPQ. The different OJIP profiles indicate that inhibition of photosynthesis was occurring through different mechanisms in Sha and Cvi. Overall, the measurements of photosynthesis suggested that O_3_ exposure caused programmed decrease of photosynthesis that affected different steps of photosynthetic electron transfer in different accessions.

### O_3_ triggers unique patterns of gene expression in sensitive Arabidopsis accessions

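The RNAseq data for Col, the O_3_-tolerant accession of the study, came from whole rosettes harvested after 2 h in clean air (CA) or in 350 nL per liter of O_3_. The methods and the sample labels give a plant age of 3 weeks, whereas the legend of Figure 5 gives 3.5 weeks. Col was sampled in 2 sets, each with 3 CA and 3 O_3_ samples. In the labels, set 1 served as the wild type beside the triple mutant coi1-16 ein2 sid2, and set 2 as the wild type beside tga2 tga5 tga6. The labels describe each sample as a pool of 10 to 15 rosettes, while the methods describe 4 rosettes per treatment and genotype. The labels also name another RNA extraction and another library kit than the methods do. Whether the Sha and Cvi samples were prepared like these Col samples could not be checked here. For each sample the authors deposited the number of reads counted on each gene with HTSeq, without normalization. Neither the paper's text nor the labels name the aligner or the annotation behind these counts. The paper's own gene lists were derived from a Kallisto quantification against the transcript database AtRTD2, a step that the deposited counts do not include. In set 1 the total count per sample ranged from 19852977 to 28268643 in CA, with a median of 21673607, and from 23046064 to 31140281 in O_3_, with a median of 25890785. In set 2 the totals ranged from 20539101 to 20630942 in CA, with a median of 20623253, and from 20674728 to 20771667 in O_3_, with a median of 20675788. Counts were normalized by edgeR's TMM method, and levels of single genes are given as normalized CPM, counts scaled to the same library size. In a multidimensional scaling of the 12 Col samples on the 500 genes with the largest differences between each pair of samples, dimension 1 carried 82.4% of the variation and dimension 2 carried 4.4%. On dimension 1 the 6 CA samples lay between -3.21 and -2.13 and the 6 O_3_ samples between 2.37 and 2.96, so that the treatments were separated by more than the spread of the replicates in either set. The Sha and Cvi samples were not analysed here.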

To gain further insights into mechanisms behind O_3_ sensitivity, we monitored O_3_-induced changes in transcriptome in plants exposed to O_3_ for 2 h with RNAseq. The Sha data were analyzed together with RNAseq data from Col and Cvi with the same O_3_ treatment. Multidimensional scaling plot of the RNAseq data shows clear separation of gene expression patterns detected for the three genotypes (Figure 5A).

**Figure 5:**
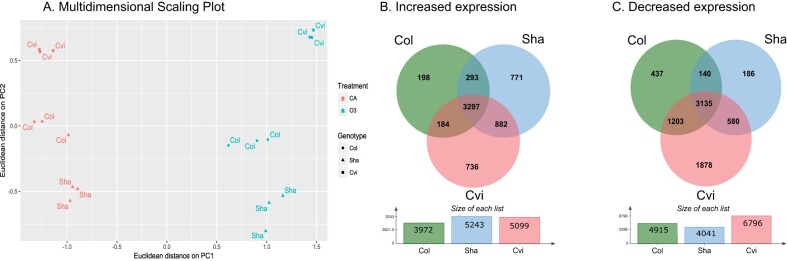
Transcriptional responses induced by O_3_ in Col, Sha, and Cvi. The 3.5-week-old plants were exposed to 350 nL L^−1^ of O_3_ for 2 h, and changes in transcript accumulation were measured with RNAseq (*n* = 3). A, Multidimensional scaling plot of the data, and (B and C) overlap between genes with increased and decreased expression after the O_3_ treatment, respectively.

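The legend gives n = 3, while 6 Col samples per treatment were mapped, 3 in each set. The log2FC that Supplemental Table S1 lists for Col was therefore compared with the log2FC of each set, by a rule fixed in advance on the correlation and on the median absolute difference. Of the 1836 genes with increased transcript accumulation in Col that were readable in the table, 1822 had counts in set 1. Across these genes the log2FC of set 1 had a Pearson's r of 0.993 with the listed values and a median absolute difference of 0.10. For set 2, with 1823 genes, r was 0.954 and the median absolute difference was 0.25. For the 12 samples of both sets together, a fit compared with the table only after the data had been seen, r was 0.985 and the median absolute difference was 0.17. Genes are not independent replicates, so these correlations describe the match and carry no p-value. With edgeR's filter for low counts in place of a minimum of 1 count, r was 0.999 for set 1 and 0.958 for set 2. The median absolute differences were then 0.12 and 0.25. The paper does not name the set, and by the rule the samples of set 1 were taken as its samples. The rule's limit on the correlation, an r above 0.95, was met by both sets and so did not separate them. The 3 CA and 3 O_3_ samples of set 2 were taken as samples that the paper did not use. That is an inference from this match and is not stated in the paper. Of the 1836 listed genes, 1795 (97.8%) had increased transcript accumulation in set 1 and 1753 (95.5%) in set 2 at FDR ≤ 0.05.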

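For Col, O_3_ was compared with CA by edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment and a threshold of FDR ≤ 0.05. Genes with at least 1 count over the samples compared were tested, which left 24909 genes in set 1 and 24850 genes in set 2. The 12 samples of both sets were also fitted together with the set as a covariate, over 25801 genes. The methods of the paper name edgeR's likelihood-ratio test with the same FDR threshold, and that test was run as an alternative. Standard errors of a log2FC were obtained from the test statistic and are approximate. Replicates within a group of Col samples differed by more than counting noise, with a chi-square per degree of freedom between 9.2 and 72.4 over genes. None were therefore treated as repeated reads of 1 library. Separate libraries of the same plants could also exceed counting noise, so these values do not show that the replicates are biological. The labels number the replicates 1 to 3 in CA and in O_3_, and a second fit used the replicate number as a block. Over genes, the deviations of same-numbered CA and O_3_ samples from their group means had a mean correlation of 0.15 in set 1, against -0.07 for samples with different numbers. In set 2 the corresponding values were 0.18 and -0.09. Deviations from the mean of 3 samples sum to 0, so the values for different numbers follow from those for the same numbers and are no separate reference. On simulated counts with 200 changed genes among those of set 1, the test recovered 85% of them with 45 calls among unchanged genes, and 95.5% with 19 such calls for the 12 samples of both sets. In either case the calls among unchanged genes were a larger share of all calls than the FDR threshold of 0.05. The simulated changes were a log2 change of 1 or 2, in few genes, all above a minimum mean count. Far more genes changed in the data, so these rates do not carry over to the numbers of genes given here.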

The O_3_ effects on transcript levels were determined by performing differential gene expression analysis between clean air (CA) control and O_3_ treatments by genotype. The analysis identified 3,972, 5,243, and 5,099 genes with increased transcript accumulation after 2 h O_3_ exposure in Col, Sha, and Cvi, respectively (FDR ≤ 0.05, log2FC ≥ 1.2; Figure 5B and Supplemental Table S1). 

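In the Col samples of set 1, 5619 of 24909 genes had increased transcript accumulation after 2 h of O_3_ at FDR ≤ 0.05. In set 2, taken as not used by the paper, 6295 of 24850 genes did. The 2 sets shared 5203 of these genes, which was 92.6% of those in set 1 and 82.7% of those in set 2, and 0 genes increased in set 1 had decreased transcript accumulation in set 2. Over all 12 samples the number was 7500. With the replicate number of the labels as a block, so that same-numbered samples were paired, the numbers were 5520 in set 1, 6405 in set 2 and 7422 over both sets. The likelihood-ratio test gave 5903 genes in set 1, 6542 in set 2 and 7703 over both. The alternative that moved the number most was a required log2FC of at least 1.2 beside the FDR, with which 3034 genes remained in set 1, 3335 in set 2 and 3483 over both. With each sample of set 1 left out in turn, the number stayed between 4904 and 5740. The largest increases by the rule for naming genes were those of GLIP3, AACT1, CYP81G1, DIN11 and UGT73B4, with a log2FC over both sets between 9.03 and 10.15. AACT1 (AT5G61160), on chromosome 5 from 24608724 to 24610304, rose from 0.132 ± 0.0381 normalized CPM (SD, n = 3) in CA to 338 ± 86.4 (SD, n = 3) in O_3_ in set 1. Its log2FC in set 1 was 11.17 with a standard error of 0.32 (FDR = 5.57e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the samples of set 2, AACT1 had 0.748, 0.641 and 0.322 normalized CPM in CA replicates 1 to 3, and 436, 334 and 274 in O_3_ replicates 1 to 3. Its log2FC in set 2 was 9.17 with a standard error of 0.32 (FDR = 4.5e-07 by the same test). GLIP3 (AT1G53990) had 0 counts in all 6 CA samples of Col, so that its log2FC of 10.15 over both sets depends on the small number added to counts by edgeR. The same limit applies to CYP81G1, whose only reads in CA samples of Col were 2, in replicate 2 of set 1. Its log2FC was 8.39 in set 1 and 11.55 in set 2. Over both sets it was 9.475, and 11.41 without that sample.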

Approximately a half of the genes with increased transcript levels were shared between the three accessions. From the other half, almost 78% of the genes were either unique to Sha or Cvi or shared between them (Figure 5B). 

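In the Col samples of set 1, O_3_ decreased the transcript accumulation of 5179 of 24909 genes at FDR ≤ 0.05, and in set 2, taken as not used by the paper, of 6224 of 24850 genes. The 2 sets shared 4720 of them, 91.1% of those in set 1 and 75.8% of those in set 2. Over all 12 samples the number was 7144. With the replicate number as a block, the numbers were 5209 in set 1, 6517 in set 2 and 7233 over both sets. The likelihood-ratio test of the paper's methods gave 5433 genes in set 1, 6460 in set 2 and 7283 over both. When a log2FC of at least 1.2 in size was also required, 1304 genes remained in set 1, 2217 in set 2 and 1736 over both sets. With each sample left out in turn, the number ranged from 3961 to 5603 in set 1 and from 4908 to 6952 in set 2. The genes named for the largest decreases were ACS4, SAUR28, EXPA8, SAUR27 and SAUR19, with a log2FC over both sets between -5.97 and -4.42. Reads of SAUR19 may be shared with SAUR24, which is 95.2% identical to it over 273 of its 509 bases, so its value is uncertain. EXPA8 (AT2G40610), on chromosome 2 from 16948863 to 16950557, had a log2FC of -4.40 in set 1 with a standard error of 0.43 (FDR = 2.06e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In set 2 its log2FC was -5.07 with a standard error of 0.22 (FDR = 8.29e-07 by the same test). ACS4 (AT2G22810) had 3.30 ± 0.452 normalized CPM in CA and 0.0451 ± 0.0781 in O_3_ (SD, n = 3 each) in set 1. In the samples of set 2, ACS4 had 2.71, 2.29 and 2.85 normalized CPM in CA replicates 1 to 3, and 0, 0.0487 and 0.0465 in O_3_ replicates 1 to 3.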

O_3_ decreased the accumulation of 4,915, 4,041, and 6,796 transcripts in Col, Sha, and Cvi, respectively (FDR ≤ 0.05, log2FC *≤* 1.2, Figure 5C and Supplemental Table S1). Nearly 42% of genes with decreased transcript levels were common between the three accessions. In addition, each genotype had unique genes with decreased transcript levels: 437, 186, and 1,878 genes in Col, Sha, and Cvi, respectively (Figure 5, A and C).

A major rationale for studies in Arabidopsis is that information gained in this model plant should be informative also for other plant species. We used O_3_ transcriptome data from Medicago [70 nL L^−1^, 6 h per day for 6 d (Iyer et al., 2013)) and from rice (108 nL L^−1^, 7 h per day for 8 d (Ashrafuzzaman et al., 2018)) and compared similarities in O_3_ responses between the species. Despite the differences in O_3_ treatments, the expression of Arabidopsis orthologues induced by O_3_ in Medicago and rice had 51% and 67% overlap respectively with Arabidopsis genes (Supplemental Figure S4A). For genes with decreased expression after O_3_, Medicago and rice had 62% overlap with Arabidopsis (Supplemental Figure S4B).

We next performed gene ontology (GO) enrichment analysis to get further understanding of the physiological processes regulated by genes differentially expressed by the O_3_ treatment. Figure 6 shows selected common and unique biological processes regulated by O_3_; the complete list of significantly enriched GO terms is provided in Supplemental Table S2. The three accessions shared activation of hormone signaling, for example, response to SA, JA, ethylene, and ABA, regulation of cell death and response to ROS (Figure 6). 

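For each GO term drawn for Col in Figure 6, the genes that Supplemental Table S2 lists for Col were followed in the deposited counts, as the median log2FC of up to 40 listed genes per term. The paper selected these genes for their direction in Col, so the medians cannot test its direction. At most 40 genes per term were readable in the table, out of up to 265, so the medians describe these genes and are not compared between terms. The readable genes were not drawn at random from a term. Whether they hold its strongest responses was not tested, so the medians may overstate the response of the whole term. For stomatal movement, where all 31 listed genes were readable, the median in set 1 was 1.86. The spread given is the SD of the medians of the 3 CA and O_3_ pairs with the same replicate number. Pair values are differences in log2 of normalized CPM plus 0.5, which shrinks the changes of genes at low levels. The medians themselves are of edgeR's log2FC, so a median can lie outside its pairs. For ABA in set 2 it was 3.83, with pairs from 3.54 to 3.78. Comparisons with these SDs are therefore approximate. Genes listed for response to salicylic acid had a median log2FC of 4.16 (SD 0.41) in set 1 and 3.88 (SD 0.16) in set 2. For response to jasmonic acid the median was 4.34 (SD 0.37) in set 1 and 3.90 (SD 0.145) in set 2. Response to ethylene reached 4.24 (SD 0.36) in set 1 and 4.05 (SD 0.17) in set 2, and the ABA-activated signaling pathway 3.93 (SD 0.40) and 3.83 (SD 0.12). Regulation of cell death had a median of 4.23 (SD 0.44) in set 1 and 3.90 (SD 0.19) in set 2, and response to ROS a median of 3.62 (SD 0.60) and 3.54 (SD 0.12). For each of these 6 terms all 40 genes were called increased in either set, and the differences between the medians of the sets were within 2 SD of set 1. For response to jasmonic acid the difference exceeded 2 SD of set 2. Over both sets the medians were 4.03 for SA, 4.14 for JA, 4.20 for ethylene, 3.96 for ABA, 4.06 for cell death and 3.62 for ROS. WAKL10 (AT1G79680), listed for ethylene and SA, had a log2FC of 8.67 in set 1 (standard error 0.35, FDR = 1.3e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 7.37 in set 2 (standard error 0.26, FDR = 4.5e-07 by the same test). In set 2, WAKL10 had 0.327, 0.366 and 0.736 normalized CPM in CA replicates 1 to 3, and 78.8, 94.9 and 77.5 in O_3_ replicates 1 to 3. WRKY40 (AT1G80840), listed for ABA, cell death and JA, had a log2FC of 6.66 in set 1 and 7.41 in set 2, although reads may be shared with AT3G32090, which is 96.3% identical over 465 of its 1809 bases. With the replicate number as a block, the log2FC over both sets was 7.96 for WAKL10 and 7.09 for WRKY40, against 7.96 and 7.05 without it. From the terms enriched in all 3 accessions, the paper states that Col, Sha and Cvi shared an activation of hormone signaling, cell death regulation and the response to ROS.

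**Figure D1:**
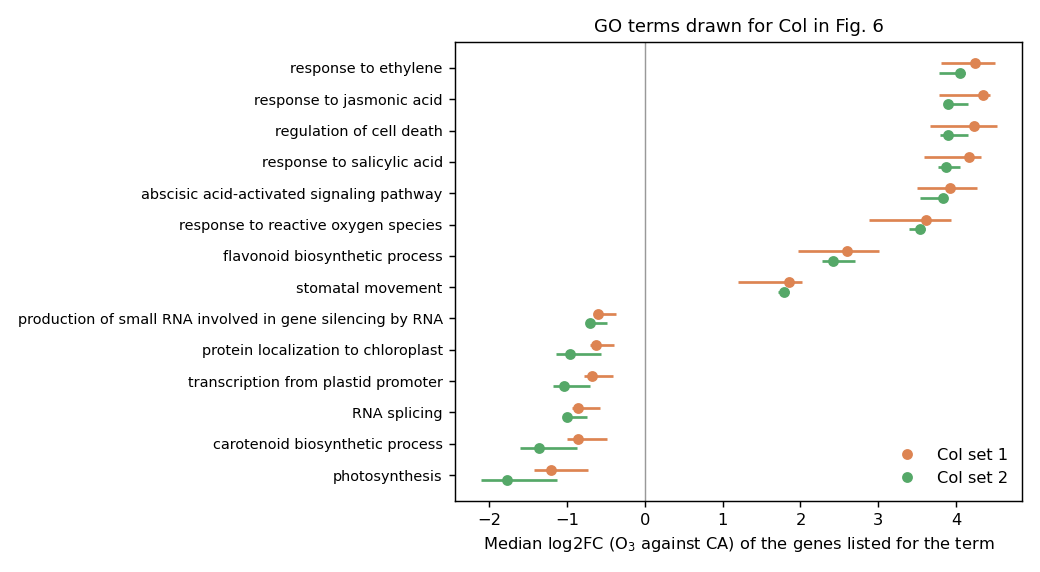
Median log2FC (O_3_ against CA) in Col of the genes followed for each GO term drawn for Col in Fig. 6. These are up to 40 of the genes that Supplemental Table S2 lists for the term. Medians are on the horizontal axis and terms on the vertical axis. Points are the medians of set 1 and set 2, lines run from the lowest to the highest of the 3 replicate pairs, and no line crosses 0. Points are from edgeR's log2FC and lines from log2 of normalized CPM plus 0.5, so a point can lie off its line.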

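The readable genes that Supplemental Table S2 lists for chloroplast-related terms in Col, up to 40 per term, had a median log2FC below 0 in every replicate pair of both sets. Where a term lists more genes, the medians cover only part of it and may overstate its response. For photosynthesis, 39 of the 40 genes followed were tested and had a median log2FC of -1.21 (SD of the 3 replicate pairs 0.39) in set 1 and -1.77 (SD 0.51) in set 2. For carotenoid biosynthetic process, 40 genes had a median of -0.87 (SD 0.29) in set 1 and -1.37 (SD 0.40) in set 2. Protein localization to chloroplast, with 30 genes, had a median of -0.63 (SD 0.17) in set 1 and -0.97 (SD 0.31) in set 2, and transcription from plastid promoter had medians of -0.68 (SD 0.20) and -1.03 (SD 0.25). Over both sets the medians were -1.42 for photosynthesis, -1.08 for carotenoid biosynthesis, -0.76 for protein localization to chloroplast and -0.82 for transcription from plastid promoter. All 39 photosynthesis genes and all 40 carotenoid genes were called decreased in either set. For protein localization to chloroplast, 29 of 30 genes were called decreased in set 1 and 28 in set 2, and for transcription from plastid promoter 40 of 40 and 39 of 40. The differences between the medians of the sets were within 2 SD of set 1 for these 4 terms. No gene passed FDR ≤ 0.05 in the test of a difference in O_3_ response between the sets, and 1136 genes had an unadjusted p under 0.05. With each sample left out in turn, still no gene passed. The number at unadjusted p under 0.05 then ranged from 597, without O_3_ replicate 3 of set 2, to 3498, without O_3_ replicate 1 of set 2. LHCB2.3 (AT3G27690), on chromosome 3 from 10255947 to 10257011, had 2059 ± 473 normalized CPM in CA and 771 ± 290 in O_3_ (SD, n = 3 each) in set 1. Its log2FC was -1.48 with a standard error of 0.28 (FDR = 0.00185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the samples of set 2, LHCB2.3 had 2037, 1435 and 1676 normalized CPM in CA replicates 1 to 3, and 445, 163 and 137 in O_3_ replicates 1 to 3, a log2FC of -2.88. GUN4 (AT3G59400), listed for photosynthesis and carotenoid biosynthesis, had a log2FC of -1.75 in set 1 and -2.63 in set 2. Over both sets the log2FC of LHCB2.3 was -2.14 without and -2.26 with the replicate number as a block.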

In relation to chloroplast function, transcript levels decreased for nuclear encoded chloroplast localized proteins, photosynthesis, and carotenoid biosynthesis genes in Col, Sha, and Cvi, respectively (Figure 6). However, the number of genes enriched in these GO categories was higher in Sha than in Cvi and Col. This indicates a greater impact of O_3_ on the expression of photosynthesis-related components in Sha (Figure 6;  Supplemental Table S2).

**Figure 6:**
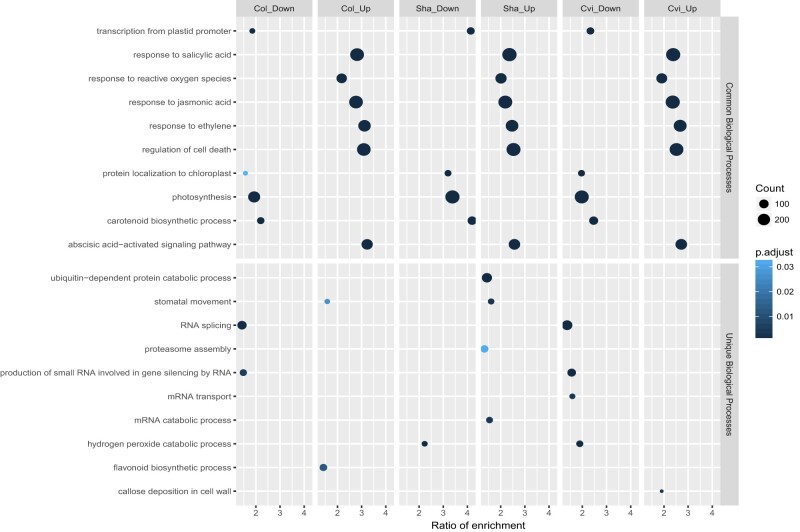
Enrichment analysis of selected GO terms (biological processes) in genes differentially expressed in Col, Sha, and Cvi in response to the O_3_ treatment. Ratio of enrichment (proportion of the total genes annotated to a given GO category that are significantly enriched. Count (number of genes).

For genes responding to O_3_ exclusively in Sha and Cvi (Figure 5, B and C), different biological processes were enriched in the two accessions (Figure 6;  Supplemental Table S3). Genes annotated to mRNA and protein catabolic processes, fatty acid, and lipid metabolism among others had increased transcript levels only in Sha (Figure 6;  Supplemental Table S3). 

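For flavonoid biosynthetic process, 40 of the 62 genes that Supplemental Table S2 lists for Col were followed in the counts. All 40 were called increased in set 1 and in set 2. These 40 genes may not represent the whole term. Their median log2FC was 2.60 in set 1, with replicate pairs from 1.97 to 3.00, and 2.42 in set 2, with pairs from 2.27 to 2.70. Over both sets the median was 2.51. The ranges of the pairs overlapped between the sets. SYP122 (AT3G52400) and NADP-ME2 (AT5G11670) had the largest changes among the genes followed that met the rule for naming. SYP122 had a log2FC of 5.74 in set 1 with a standard error of 0.26 (FDR = 1.98e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the samples of set 2, SYP122 had 5.89, 11.7 and 11.2 normalized CPM in CA replicates 1 to 3, and 500.3, 682 and 414 in O_3_ replicates 1 to 3, a log2FC of 5.73. NADP-ME2 had a log2FC of 4.91 in set 1 and 5.03 in set 2. With the replicate number as a block, the log2FC over both sets was 5.80 for SYP122, against 5.76 without it.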

The increased transcript levels for flavonoid biosynthesis genes observed in Col was absent in both O_3_-sensitive accessions (Figure 6). In addition, Sha and Cvi had decreased expression levels of genes involved in H_2_O_2_ catabolism. In agreement with differences in stomatal function previously reported for Cvi and Col (Brosché et al., 2010), Cvi displayed misregulation of genes involved in stomata movements that were otherwise induced by O_3_ in Col and Sha (Figure 6;  Supplemental Tables S2 and S3).

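In Col, all 31 genes that Supplemental Table S2 lists for stomatal movement were called increased at FDR ≤ 0.05 in set 1, and all 31 in set 2. Their median log2FC was 1.86 in set 1, with replicate pairs from 1.20 to 2.02, and 1.78 in set 2, with pairs from 1.72 to 1.85. Over both sets the median was 1.81. The 2 genes with the largest change among them were EDA39 (AT4G33050) and HLECRK (AT3G59700). EDA39 rose from 40.4 ± 20.1 normalized CPM in CA to 934 ± 58.0 in O_3_ (SD, n = 3 each) in set 1, a log2FC of 4.47 with a standard error of 0.32 (FDR = 2.23e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In set 2, EDA39 had 28.2, 54.1 and 42.1 normalized CPM in CA replicates 1 to 3, and 738, 516 and 371 in O_3_ replicates 1 to 3, a log2FC of 3.63. HLECRK had a log2FC of 4.08 in set 1 and 3.93 in set 2. Paired by replicate number as a block, the log2FC over both sets was 4.13 for EDA39, against 4.08 without the block.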

Regulation of gene expression in response to stress involves multiple signaling pathways and downstream TFs (Xu et al., 2015a). Large-scale experiments have identified the binding sites of many TFs (O’Malley et al., 2016) and curated databases for TFs and binding sites (TF2Network; Kulkarni et al., 2017). We imported the lists of genes differentially expressed into TF2Network, and identified 729 (Col), 682 (Sha), and 684 (Cvi) TFs as potential regulators of genes with increased transcript abundance under O_3_ (Supplemental Table S4). The three accessions shared 86% of the TFs identified (Supplemental Table S5). Members of the TF families WRKY, ERF, MYB, GATA, and CAMTA, which bind promoter elements of O_3_-responsive genes (Xu et al., 2015a), were detected as regulators of genes induced by O_3_ in Col, Sha, and Cvi (Supplemental Table S5). 

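Supplemental Table S5, as readable here, lists 728 TFs for the genes with increased transcript accumulation in Col. In set 1, 213 of these genes were themselves increased by O_3_ at FDR ≤ 0.05, a share of 29.3% (95% Wilson interval 26.1% to 32.7%). Set 2, taken as not used by the paper, had 236 such genes, 32.4% (29.1% to 35.9%), and over both sets 260 were, 35.7% (32.3% to 39.3%). The intervals treat the genes as independent and cover only the sampling of genes. Both sets were scored on the same listed genes, so the overlap of their intervals does not show whether the sets differ. A further 134 of the listed genes were decreased by O_3_ in set 1 and 158 in set 2. Paired by a replicate block, 214 TF genes were increased in set 1, 241 in set 2 and 267 over both sets. The alternative that moved the share most was a required log2FC of at least 1.2 beside the FDR, with 133 TF genes (18.3%) in set 1, 146 (20.1%) in set 2 and 147 (20.2%) over both sets. With edgeR's test against a fold change of 1.2, 194 were called in set 1 and 212 in set 2.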

More than 21% of genes encoding the enriched TFs were themselves induced by O_3_: 155 in Col, 180 in Sha, and 181 in Cvi. Out of these, 22, 25, and 21 O_3_-responsive TFs were distinctively regulated in in Col, Sha, and Cvi, respectively (Supplemental Table S6). 

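Supplemental Table S6 lists 22 TF genes as increased by O_3_ in Col but in neither of the other accessions. In set 1 all 22 were called increased, with a log2FC between 0.53 and 5.31 and a median of 1.00. In set 2, taken as not used by the paper, 19 of the 22 were called, with a log2FC between 0.21 and 5.01 and a median of 1.101. Over both sets 22 were called, with a median of 1.08. The largest increases were those of AT2G38250, ZAT6 and ERF014. AT2G38250, on chromosome 2 from 16018357 to 16019500, rose from 0.394 ± 0.252 normalized CPM in CA to 17.5 ± 6.96 in O_3_ (SD, n = 3 each) in set 1. Its log2FC was 5.31 with a standard error of 0.41 (FDR = 3.82e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the samples of set 2 it had 0.607, 1.24 and 0.414 normalized CPM in CA replicates 1 to 3, and 11.3, 33.7 and 31.5 in O_3_ replicates 1 to 3, a log2FC of 5.01. ZAT6 (AT5G04340) had a log2FC of 5.24 in set 1 and 4.70 in set 2, and ERF014 (AT1G44830) 2.38 and 1.88. Of the 25 TF genes that the table lists as increased only in Sha, 11 were called increased in Col in set 1, 15 in set 2 and 18 over both sets, and of the 21 listed for Cvi 3, 6 and 10. With same-numbered samples paired by a replicate block, the log2FC of AT2G38250 over both sets was 5.11, against 5.17 without the block.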

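In Col, an accession against which the statement sets Sha, the levels of the 3 TF genes were as follows. WRKY38 (AT5G22570), on chromosome 5 from 7495539 to 7496784, had 2.46 ± 2.79 normalized CPM in CA and 6.59 ± 6.51 in O_3_ (SD, n = 3 each) in set 1. Its log2FC in set 1 was 1.30 with a standard error of 0.84 and did not pass the threshold (FDR = 0.252 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The SD of the log2 change over the 3 same-numbered pairs of set 1 was 1.77, larger than this log2FC. In the samples of set 2, taken as not used by the paper, WRKY38 had 0.701, 4.07 and 2.71 normalized CPM in CA replicates 1 to 3, and 3.29, 13.4 and 21.5 in O_3_ replicates 1 to 3. Its log2FC in set 2 was 2.29 with a standard error of 0.68 (FDR = 0.0198 by the same test). Over both sets WRKY38 was higher in O_3_ in 5 of 6 same-numbered pairs, with a log2FC of 1.82 (FDR = 0.0223) and, with the replicate number as a block, of 1.85 (FDR = 0.00367). ANAC04 (AT1G02230), on chromosome 1 from 435174 to 436776, had a log2FC of 2.52 in set 1 with a standard error of 0.38 (FDR = 0.000385). Supplemental Table S1 gives 2.37 as the paper's log2FC of ANAC04 in Col. In set 2, ANAC04 had 1.17, 1.51 and 1.01 normalized CPM in CA replicates 1 to 3, and 11.2, 27.2 and 38.3 in O_3_ replicates 1 to 3, a log2FC of 4.31 (FDR = 7.13e-05). The difference in response of ANAC04 between the sets did not pass the threshold (FDR = 0.922). ANAC068 (AT4G01540), on chromosome 4 from 670483 to 672789, had a log2FC of 2.86 in set 1 with a standard error of 0.29 (FDR = 2.96e-05). In set 2, ANAC068 had 0.514, 1.69 and 1.75 normalized CPM in CA replicates 1 to 3, and 10.1, 16.9 and 14.3 in O_3_ replicates 1 to 3, a log2FC of 3.31 (FDR = 8.45e-05). Over both sets the log2FC was 3.50 for ANAC04 and 3.11 for ANAC068, higher in O_3_ in 6 of 6 pairs for each. Reads of ANAC068 could be shared with NAC067, which is 94.5% identical to it over 710 of its 2307 bases, and those of ANAC04 with AT3G04410, 91.1% identical over a short stretch. The paper counts a gene as highly induced at logFC > 3. In set 1, taken as the samples of the paper, the log2FC of all 3 genes was below 3, and in set 2 and over both sets it was above 3 for ANAC04 and ANAC068. Without CA replicate 2 of set 1, the log2FC of ANAC04 in set 1 was 3.31. With each sample left out in turn, the log2FC over both sets ranged from 3.19 to 4.02 for ANAC04 and from 2.92 to 3.35 for ANAC068. For WRKY38 it ranged from 1.43 to 2.51, and 2 of the 12 fits (1.43 and 1.47) were classed as weaker, so its increase over both sets depends on single samples. The Sha and Cvi values of these genes were not analysed here.

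**Figure D2:**
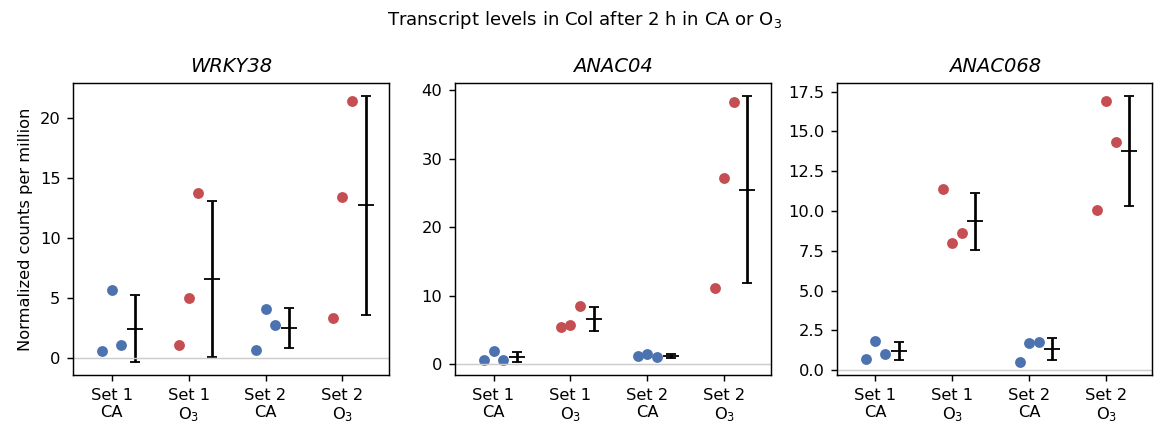
Normalized CPM of WRKY38, ANAC04 and ANAC068 (vertical axes, starting near 0, a separate scale for each gene) in the Col samples after 2 h in CA or O_3_. Points are single samples, blue in CA and red in O_3_, and the bar beside each group gives the mean and SD of its 3 samples. The O_3_ samples of ANAC04 and ANAC068 all lie above the CA samples, whereas those of WRKY38 overlap with them in both sets.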

Genes encoding regulators of SA signaling (*WRKY38*) and two members of the NAC (for NAM [No Apical Meristem], ATAF1-2 [Arabidopsis thaliana Transcription Activation Factor1-2], and CUC2 [Cup-Shaped Cotyledon2]) TF family (*ANAC04* and *ANAC068*) were highly induced by O_3_ only in Sha (logFC > 3; Supplemental Table S6). The analysis also identified 487 (Col), 417 (Sha), and 480 (Cvi) TFs that bind to promoter elements of genes with decreased transcript accumulation by the O_3_ treatment (Supplemental Table S5). Approximately 75% of these TFs were common between the three accessions indicating similar patterns of gene regulation in response to O_3_ (Supplemental Table S5). Genes encoding the enriched TFs showed also lower transcript accumulation under the O_3_ treatment. 

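In Col, Supplemental Table S6 lists 20 TF genes as decreased by O_3_ in this accession alone. In set 1, 19 of the 20 were called decreased at FDR ≤ 0.05, with a median log2FC of -0.67 and a range over the 20 genes from -1.97 to -0.48. In set 2, taken as not used by the paper, 16 were called, with a median of -0.79 and a range from -2.77 to -0.02. Over both sets 19 were called. The largest decreases were those of AT2G22200, HB-12 and RVE1. AT2G22200, on chromosome 2 from 9443128 to 9444423, fell from 5.39 ± 2.05 normalized CPM in CA to 1.40 ± 0.747 in O_3_ (SD, n = 3 each) in set 1, a log2FC of -1.97 with a standard error of 0.38 (FDR = 0.00199 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In set 2 its normalized CPM were 5.56, 10.6 and 6.02 in CA replicates 1 to 3, and 2.13, 0.828 and 0.511 in O_3_ replicates 1 to 3, a log2FC of -2.77. HB-12 (AT3G61890) had a log2FC of -1.501 in set 1 and -1.71 in set 2, and RVE1 (AT5G17300) -1.18 and -1.42. Of the 6 TF genes listed as decreased only in Sha, 1 was called decreased in Col in set 1, 4 in set 2 and 3 over both sets, and of the 38 listed for Cvi 1, 7 and 15. With the replicate number as a block, the log2FC of AT2G22200 over both sets was -2.35, against -2.32 without it.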

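Supplemental Table S5, as readable here, lists 486 TFs for the genes with decreased transcript accumulation in Col. In set 1, 119 of these genes were themselves decreased by O_3_ at FDR ≤ 0.05, a share of 24.5% (95% Wilson interval 20.9% to 28.5%). Set 2, taken as not used by the paper, had 136 such genes, 28% (24.2% to 32.1%), and over both sets 156 were, 32.1% (28.1% to 36.4%). The intervals of the 2 sets overlapped, which does not show whether the sets differ, since both were scored on the same genes. In the opposite direction, 105 of the listed genes were increased in set 1 and 114 in set 2. In the fit with the replicate number as a block, the share was 24.7% in set 1, 29% in set 2 and 31.9% over both sets. A required log2FC of at least 1.2 in size beside the FDR moved the share most, to 9.5% in set 1, 11.7% in set 2 and 10.7% over both sets. With edgeR's test against a fold change of 1.2, it was 18.9% in set 1 and 26.3% over both sets.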

Sha had the lowest proportion of TFs downregulated by O_3_ (16.5%) as compared with Col (23.2%) and Cvi (27.2%; Supplemental Table S6).

## Discussion

Natural variation offers possibilities to investigate stress responses that extend beyond those defined with standard laboratory strains. As a model plant, Arabidopsis has been fundamental to understand plant development and stress responses. However, a vast majority of experiments use the accession Col. As Col represents only a limited part of the genetic variation present in Arabidopsis (Alonso-Blanco et al., 2016), the use of additional natural Arabidopsis accessions allows the discovery of mechanisms involved in stress/O_3_ responses. Previously, we associated O_3_ sensitivity in Cvi and other Arabidopsis accessions with more open stomata leading to high O_3_ uptake (Brosché et al., 2010). Similarly, models for predicting plant O_3_ damage rely on O_3_ uptake rates (Fiscus et al., 2005; Mills et al., 2018). In contrast, here we show that O_3_ sensitivity in Sha is not because of increased stomatal conductance or high O_3_ uptake (Figure 2). Hence, in Sha other mechanisms contribute to its O_3_ sensitivity that is independent from stomatal function. Previous research with AA-deficient mutants (Col background; Conklin et al., 2000) revealed O_3_ sensitivity when AA was 1/3 to 1/4 compared with wild-type concentration. It is possible that the lower concentration of AA and dehydroascorbic acid detected in Sha (Supplemental Figure S2) contribute to its O_3_ response. However, it is unlikely that AA is the main determinant of Sha O_3_ sensitivity given the lack of significant effects of the O_3_ treatment on AA levels in both genotypes.

Photosynthesis and chloroplast functions are known O_3_ targets in plants (Clyde Hill and Littlefield, 1969; Fiscus et al., 2005; Bussotti et al., 2011). Our PAM and OJIP measurements revealed that in response to acute O_3_ treatments, photosynthesis was robustly maintained in Col, but decreased in sensitive genotypes, which coincided with development of lesions in the leaves. Both in Sha and in Cvi, O_3_-induced lesions were associated with decreased maximal ChlF in light and darkness (*F*_m_ʹ and *F*_m_, accordingly). This effect has been previously observed, however, in the earlier studies the question whether this was due to the qE or qI component of NPQ, was not fully resolved (Fiscus et al., 2005). Our results indicated that the nature of ChlF decreased in Sha and Cvi was not related to energy-dependent NPQ (Figures 3, 4). OJIP imaging suggested that the damage was associated with altered electron transfer through PSI and with decreased quantum yield of electron transfer from PSII to plastoquinone. Interestingly, repression of photosynthesis developed in different ways in Sha and Cvi. Importantly, O_3_-induced decay of photosynthetic functions continued in darkness. Light-independent PSII damage has previously been associated with heat stress and over-reduction of plastoquinone pool (Marutani et al., 2012). Our results suggest that similar effects may occur in Sha in response to O_3_. In maize (*Zea mays* L), the effect of O_3_ on photosynthesis was dependent on genotype, that is, it is a heritable trait, and improved photosynthesis is a possible target in breeding for O_3_ tolerance (Ainsworth, 2017; Choquette et al., 2019). Our results in Cvi and Sha refine the direct target of O_3_ in photosynthesis and can help design new screens for O_3_ tolerance. Previous studies have also indicated the potential for combining phenotyping methods using ChlF with high-throughput genotyping methods as a promising approach for elucidating the basis for O_3_ tolerance in sensitive crops (Ainsworth et al., 2014). As photosynthesis can be monitored in vivo with high space and time resolution, we propose that our photosynthetic measurements could be useful in large-scale phenotyping and breeding programs.

The O_3_ treatments used in Arabidopsis typically include higher doses and shorter exposure times than those used in crop species; however, even if experiments with Arabidopsis use relatively high levels of O_3_, they are still relevant to understand plant O_3_ responses at lower doses. The O_3_ transcriptional responses determined in this study had >50% overlap with O_3_ regulated genes in Medicago (Iyer et al., 2013) and rice (Ashrafuzzaman et al., 2018; Supplemental Figure S4). Furthermore, mechanisms first identified with high O_3_ treatments in Arabidopsis have been key to understand plant defenses at lower doses in other plant species, for example, the identification of AA-deficient Arabidopsis mutants (Conklin et al., 2000).

In addition to the large overlap in O_3_-regulated transcripts between accessions, we also show accession-specific responses (Figures 5 and 6; Supplemental Tables S1–S6). Our data indicate that impaired regulation of genes involved in flavonoid biosynthesis and ROS metabolism may contribute to O_3_ sensitivity in Sha and Cvi. Furthermore, O_3_ sensitivity in Sha could be mediated by additional mechanisms that involve transcriptional regulation of genes with catalytic functions (Figure 6;  Supplemental Table S2). These differences in gene expression between Sha and Cvi under O_3_ further indicate that O_3_ sensitivity in Arabidopsis is controlled by multiple mechanisms at the level of transcription. One mechanism could involve the activation of different TFs as indicated in our data (Supplemental Table S6). We identified candidate regulators of genes responding in Sha and Cvi, some of them being highly induced by the O_3_ treatment. Future studies exploring the roles of these TFs in O_3_ responses will help to understand O_3_ sensitivity and ROS signaling in plants.

In response to changes in the environment, plants activate signaling pathways to alter transcriptional responses. Application of a chemical that inhibits RNA polymerase II leads to a reduction of O_3_-induced cell death (Overmyer et al., 2005). This directly demonstrates that altered transcription is an important aspect of plant responses to O_3_. The breakdown of O_3_ in the apoplast to various ROS activates the plant enzymatic machinery for further ROS production (Wohlgemuth et al., 2002; Ainsworth, 2017). Active production of apoplastic ROS is triggered by several stresses and is a prominent feature in the defense against pathogens (Qi et al., 2017). Accordingly, there is a large overlap in pathogen- and O_3_-regulated transcriptional changes (Vaahtera et al., 2013; Xu et al., 2015a; Vuorinen et al., 2020). In agreement with these previous studies, we report in the three accessions the O_3_-induced expression of genes involved in defense response to pathogens including fungus and bacteria, to wounding and to several abiotic stresses such as drought, heat and high light (Supplemental Table S2). The ROS burst produced under many stresses could also, at least partially, explain the phenomenon of cross-tolerance, where treatment with one stress confers tolerance to other stresses (Perez and Brown, 2014). For example, pretreatment with O_3_ confers tolerance to virus infection (Sudhakar et al., 2007). Thus, the identification of mechanisms regulating plant O_3_ responses has broad implications for understanding plant defense responses, which go beyond the role of O_3_ as an air pollutant.

In summary, our study reinforces the importance of genetic variation as a tool to unravel molecular mechanisms of plant responses to O_3_. We show that these reactions are complex and mediated by multiple mechanisms, as different O_3_-sensitive accessions display different molecular and physiological responses to O_3_. Furthermore, our data demonstrate that mechanisms independent of stomatal conductance are also key in these processes. Our findings set a framework for future studies aiming at characterizing molecular and physiological mechanisms allowing plants to respond to high O_3_ levels in the atmosphere as a result of high air pollution and climate change.

## Materials and methods

### Plant material and growth conditions

Seeds of the Arabidopsis (*A. thaliana*) accessions Col, Sha, and Cvi were obtained from Nottingham Arabidopsis Stock Center. Seeds of all genotypes used in the experiments were harvested from plants grown under the same conditions. Seeds were sown on 1:1 peat/vermiculite, stratified for 3 d, and then grown at 22/19°C (day/night) for a week. For cell death and transcript accumulation measurements, four geminated seedlings were transplanted into 8 × 8 cm^2^ pots containing fresh 1:1 peat/vermiculite mixture. For photosynthesis measurements, plants were transplanted to a tray containing six pots. Subsequently, plants were grown in controlled environment chambers (Weiss Bio1300; Weiss Gallenkamp) under short day conditions (12/12 h d/night photoperiod) with 250 μmol m^−2^ s^−1^ irradiance at 22°C/18°C (day/night) and 70%/90% relative humidity. All plants were grown under the same conditions until they were used for the experiments. Plants used for gas-exchange experiments were grown as previously described (Kollist et al., 2007).

### O_3_ treatments and cell death measurements

Three-week-old Col and Sha plants were exposed to O_3_ (350–423 nL L^−1^) in parallel with CA controls that consisted of unfiltered ambient air with normal background O_3_ concentrations 10–20 nL L^−1^, which have no effects on plants (Overmyer et al., 2000). The exposure times ranged from 2 to 6 h depending on the measured response.

O_3_-induced cell death was quantified in plants exposed to O_3_ 200–350 nL L^−1^ for 6 h. From five to eight individual rosettes per O_3_-treated and CA controls were harvested and soaked into 12 mL of Milli-Q water for 18 h. Thereafter, electrolyte leakage was measured with a conductivity meter (Model FE30; Mettler Toledo, Germany). The total electrolyte content was measured after freeze–thawing and data are expressed as percentage of total ions. The experiments were repeated four times.

### Stomatal conductance and gas exchange measurements

Steady-state stomatal conductance and photosynthesis rate were measured from Col and Sha plants under controlled conditions with a GFS-3000 gas exchange system (Walz, Effeltrich, Germany) using a whole Arabidopsis rosette cuvette. Stomatal conductance was also measured using a Delta-T Device porometer with a clip-on cuvette (Model AP4; www.delta-t.co.uk). For O_3_-induced stomatal closure and the diurnal stomatal aperture experiments, gas exchange was monitored with a custom-built gas exchange device, and data analyzed as previously described (Kollist et al., 2007).

### Spectroscopic measurements of photosynthesis

Photosynthetic performance was imaged with PAM ChlF imaging (Imaging-PAM, M-series; Heinz Walz, Germany) and a FluorCam FC 800-C/1010 CUST with Fast Camera TOMI-3 (P.S.I., Czech Republic; Küpper et al., 2019; Shapiguzov et al., 2020). Col, Sha, and Cvi seedlings were transplanted 1 week after germination to a tray containing six pots and grown under 220–250 µmol m^−2^ s^−1^ and a 12/12 h d/night photoperiod for a week. The 2- to 3-week-old plants were treated with O_3_ directly inside the imaging devices. Imaging was performed in the morning. For PAM imaging, the minimal (*F*_o_) and maximal (*F*_m_) fluorescences were determined before the lights turned on. Then actinic light (200 µmol m^−2^ s^−1^) was generated by the device light-emitting diode (LED) light sources. O_3_ exposure started 1.5 h after the onset of actinic light. Saturating flashes were triggered every 10 min to assess maximal fluorescence under light (*F*_m_′). The effective quantum yield of PSII photochemistry (φPSII) was calculated as φPSII = (*F*_m_′ – *F*_s_)/*F*_m_′ (Genty et al., 1989). The kinetics of ChlF was normalized to *F*_o_. For the imaging of OJIP (*F*_o_, *F*_j_, *F*_i_, *F*_p_) transients, plants were shifted in the morning from growth light conditions to the imaging system that was pre-equilibrated with O_3_ (350 nL L^−1^). Immediately after the shift, the plants were dark-adapted for 10 min, after which OJIP at time 0 was imaged. Then consecutive 30-min periods of actinic light (200 µmol m^−2^ s^−1^) started, each followed by a 10-min dark adaptation and OJIP imaging. The OJIP imaging protocol included three measurements of the background signal, then three 20-µs flashes of saturating light for *F*_o_ measurement and finally a saturating flash (1.2 s of 3,500 µmol m^−2^ s^−1^). During the saturating flash, images were recorded at 0, 0.3, 0.6, 0.9 … 5.1 ms; 5.4, 7.8, 10.2 … 101, 4 ms; 102, 132, 162 … 1,092 ms following the start of the pulse. Three background and three *F*_o_ values were averaged.

### RNA sequencing

The 3-week-old Col, Sha, and Cvi plants were exposed to O_3_ 350 nL L^−1^ and CA for 2 h. Four rosettes per treatment and genotype were harvested immediately after exposure, snap-frozen in liquid nitrogen and stored at –80°C until analyzed. Total RNA was extracted with TRIzol (Invitrogen). RNA quality was checked with Agilent 2100 Bioanalyzer and the concentration measured with nanodrop ND-1000 (NanoDrop Technologies). RNAseq library preparation and sequencing were performed at the Institute of Biotechnology, University of Helsinki using three biological replicates. Libraries were constructed using TruSeq Standed mRNA Sample PrepKit (Illumina) following manufacturer’s instructions. The library concentration was measured using Qubit Fluorometer, and the quality and size were checked by Fragment Analyzer (Advanced Analytical, AATI). Libraries were sequenced on NextSeq 500 (Illumina).

RNAseq data analysis was done in Chipster (Kallio et al., 2011) and in R (R Development Core Team 2018), version 3.5.0. The quality of raw reads was inspected in Chipster with FastQC (Andrews, 2014). Removal of adapter sequences, trimming and cropping of the reads was done using Trimmomatic-0.33 (Bolger et al., 2014) in single-end mode. The bases with a Phred quality score less than 20 were trimmed from the ends of the reads and reads shorter than 30 bases were removed from the analysis (-phred33, TRAILING:20 and MINLEN:30). Filtered reads were mapped to the Arabidopsis transcript reference database AtRTD2 (Zhang et al., 2017) using Kallisto V-0.43.0 (CMD:quant; Bray et al., 2016) with 4,000 bootstrap sets. The final count table for each biological replicate was obtained as the mean of the bootstrap runs. The count table was used as input to edgeR (v 3.14.0; Robinson et al., 2009) to carry out differential gene expression analysis. Genes with no expression were removed and the filtered count table was normalized using the default Trimmed Mean of *M*-values. The glmLRT method was used to fit the statistical model in edgeR, and Benjamini–Hochberg false-discovery rate correction of *P*-values was used to adjust for multiple testing, with false discovery rate (FDR) ≤0.05 as significance threshold.

The overlap between lists of genes differentially expressed genes by O_3_ was visualized in jvenn (Bardou et al., 2014). Venn diagrams were also used to compare genes induced by acute O_3_ exposure in our study with Arabidopsis orthologues regulated by chronic O_3_ exposure in Medicago (Iyer et al., 2013) and in rice (*O. sativa* L; Ashrafuzzaman et al., 2018). Arabidopsis orthologs from Medicago (*M. truncatula*) were reported in (Iyer et al., 2013) and those from rice were obtained from the Rice Genome Annotation Project (http://rice.plantbiology.msu.edu/home_overview.shtml). GO term enrichment was performed using clusterProfiler (Yu et al., 2012). The ratio of enrichment, that is the proportion of the total genes annotated to a given GO category which are significantly enriched in a particular gene set, was calculated by dividing the clusterProfiler estimated parameters gene ratio by the background ratio.

Genes differentially expressed by the O_3_ treatment were further analyzed by searching for promoter elements in their promoter regions. Enrichment of promoter elements was implemented in TF2Network including 1,793 curated binding site elements corresponding to 916 TFs (Kulkarni et al., 2017).

### AA measurements

The concentrations of total AA and dehydroascorbate were determined spectrophotometrically according to (Gillespie and Ainsworth, 2007). Three-week-old Col and Sha plants were exposed to 350 nL L^−1^ of O_3_ or CA for 2 h. Measurements from fresh leaves were performed immediately after the O_3_ treatment.

### Statistical analysis

Statistical analysis was performed in R. Linear mixed-effects models with replicates as random-grouping factors were fitted and two-way analysis of variance was calculated using function lme from package ‘nlme’ (Pinheiro et al., 2018). Function fit.contrast from package gmodels 2.18.1 ( Warnes et al., 2018) was used to fit pairwise contrasts defined a priori and *P*-values adjusted with the function p.adjust. Figures were plotted using ggplot2 (Wickham, 2009).

### Accession number

RNAseq raw data were deposited at Gene Expression Omnibus with the accession numbers (GSE65740 and GSE117052).

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** O_3_ response in Col and Sha plants treated with two different doses of O_3_ for 6 h.

**Supplemental Figure S2.** Ascorbic acid measurements in Col and Sha plants exposed to 350 nL L^−1^ O_3_ for 2 h.

**Supplemental Figure S3.** Gas exchange parameters in Col and Sha subjected to O_3_ treatments.

**Supplemental Figure S4.** Identification of common O_3_ regulated genes in Arabidopsis, Medicago, and rice.

**Supplemental Table S1.** List of differentially expressed genes in Col, Sha and Cvi after 2 h O_3_ (350 nL L^−1^) treatment as determined with RNAseq (EdgeR, FDR ≤ 0.05).

**Supplemental Table S2.** List of significantly enriched GO terms associated to differentially expressed genes (FDR ≤ 0.05).

**Supplemental Table S3.** List of significantly enriched GO terms associated to O_3_ regulated genes exclusively in Sha and Cvi (FDR ≤ 0.05).

**Supplemental Table S4.** List of transcription factors whose motifs were significantly enriched in the promoter of differentially expressed genes (FDR ≤ 0.05).

**Supplemental Table S5.** Overlap between TFs predicted to regulate the expression of genes responding to the O_3_ treatment.

**Supplemental Table S6.** Overlap between genes encoding TFs predicted as regulators in the enrichment analysis which were differentially expressed by the O_3_ treatment.

## Supplementary Material

kiab097_Supplementary_Data Click here for additional data file.

# Supplementary material for: Ozone responses in Arabidopsis: beyond stomatal conductance
**Source:** Plant Physiol. 2021 Feb 24;186(1):180–92. doi: 10.1093/plphys/kiab097
**Supplement:** kiab097_Supplementary_Data

Figure S1.

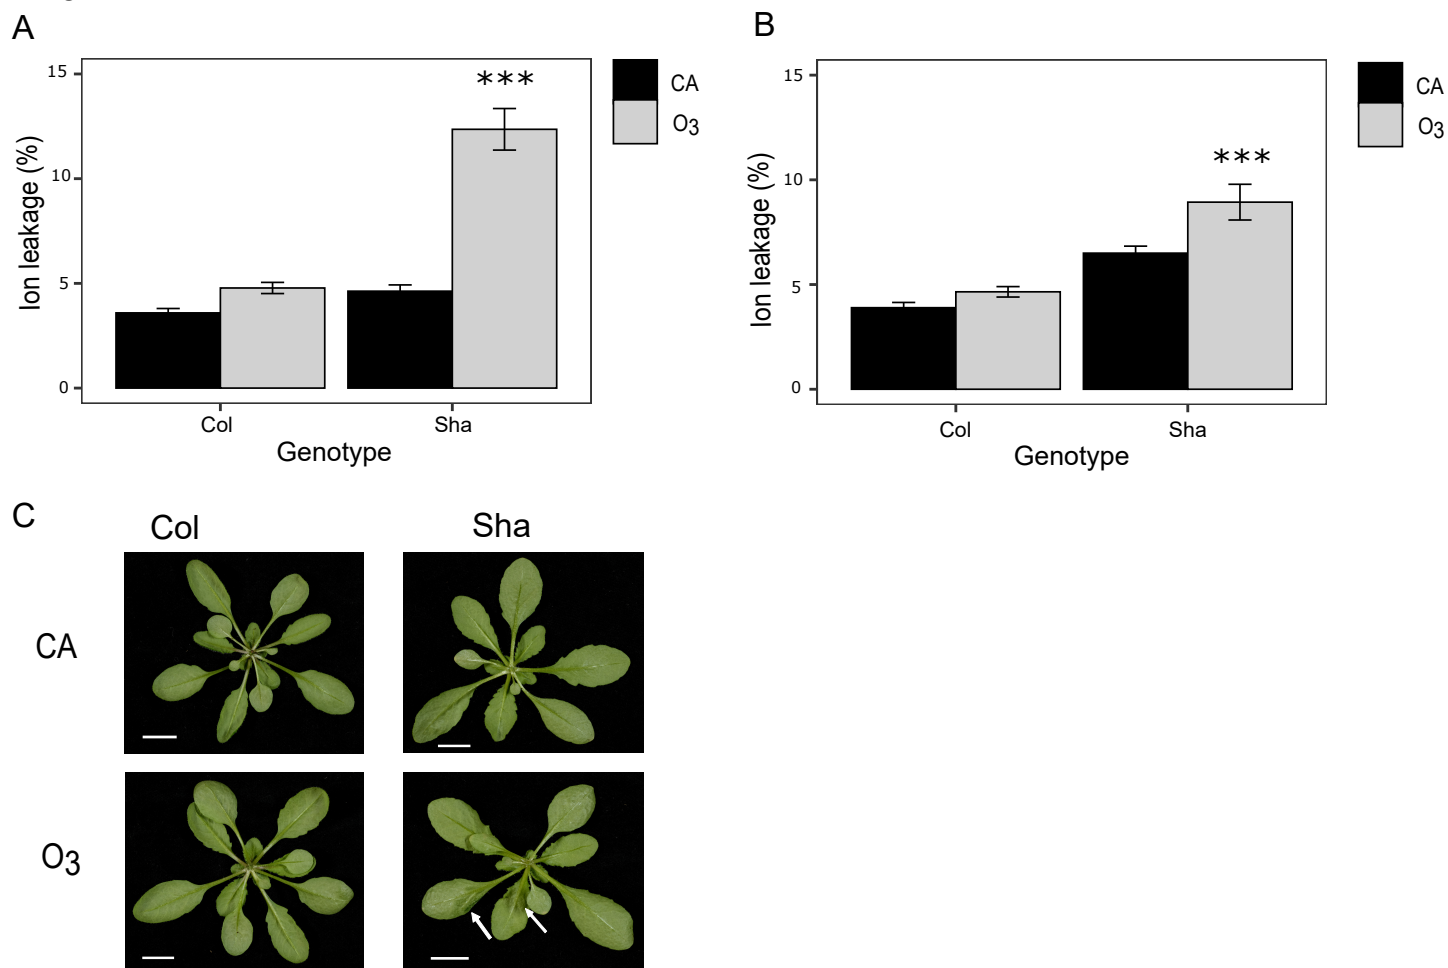

Supplemental Figure S1. O<sub>3</sub> response in Col and Sha plants treated with two different doses of O<sub>3</sub> for 6 h. Cell death measurements with ion leakage in CA control and O<sub>3</sub> treated plants (A) 250 nL L<sup>-1</sup> and (B) 200 nL L<sup>-1</sup>. Mean of four independent experiments  $\pm$  SE is shown ( $n = 20$ ). The asterisks denote significant differences ( $P < 0.01$ ) between Col and Sha assessed with the function fit.contrast from gmodels 2.18.1 (Gregory Warnes et al., 2018). (C) Representative pictures of plants exposed to 250 nL L<sup>-1</sup> of O<sub>3</sub> taken at the end of O<sub>3</sub> exposure (scale bar 1cm). Arrows indicate O<sub>3</sub>-induced lesions in Sha.

Figure S2.

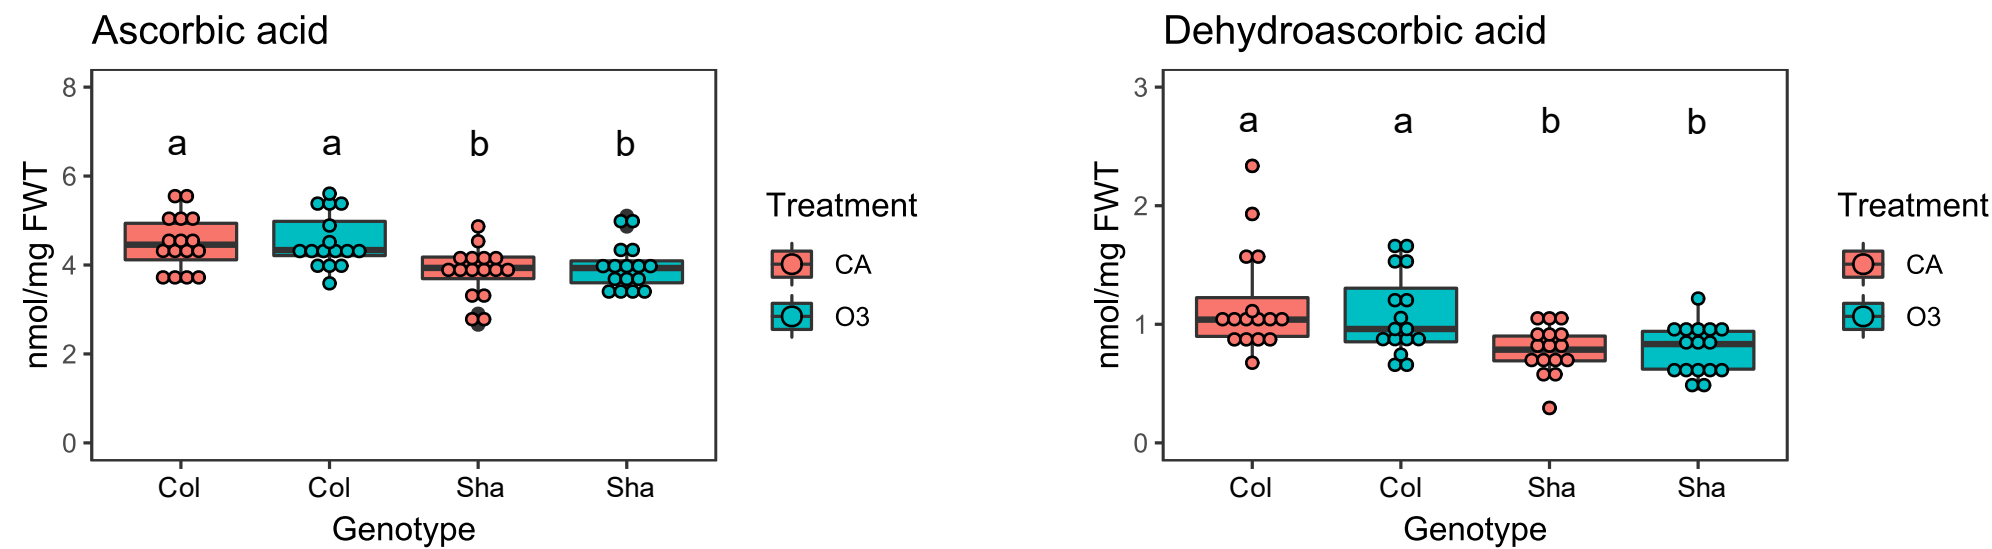

Supplemental Figure S2. Ascorbic acid measurements in Col and Sha plants exposed to  $350 \text{ nL L}^{-1} \text{ O}_3$  for 2 h. Boxplots (center line, median; box limits, upper and lower quartiles; whiskers,  $1.5 \times$  interquartile range; points, outliers) represent all measurements from four independent experiments with ( $n = 16$ ). Different letters denote significant differences ( $P < 0.01$ ) between Col and Sha assessed with the function fit.contrast from gmodels 2.18.1 (Gregory Warnes et al., 2018). FWT (fresh weight).

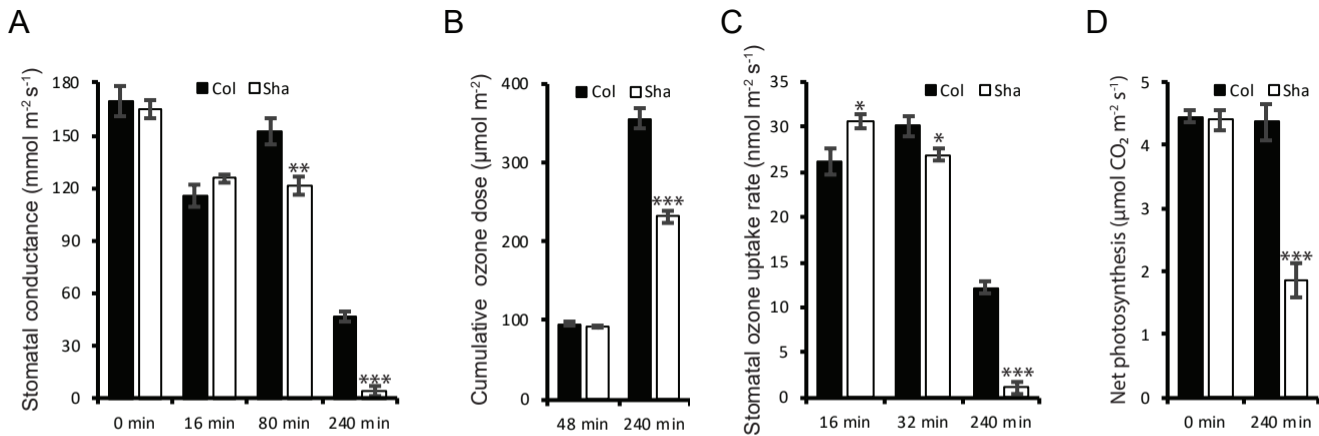

Supplemental Figure S3 . Gas exchange parameters in Col and Sha subjected to ozone treatments. (a) Stomatal conductance, (b) cumulative ozone dose, (c) stomatal ozone uptake rate, and (d) photosynthetic performance are shown at the indicated time points from the data presented in Figure 2. The values are mean $\pm$ SE (n=12 from 3 independent experiments). Asterisks indicate significant differences between Col and Sha (one-way ANOVA followed by Dunnett's post-hoc test;  $P < 0.05$ ; \*  $p < 0.05$ ; \*\*  $p < 0.01$ ; \*\*\*  $p < 0.001$ ).

Figure S4.  
A. Increased transcript accumulation by O<sub>3</sub>.

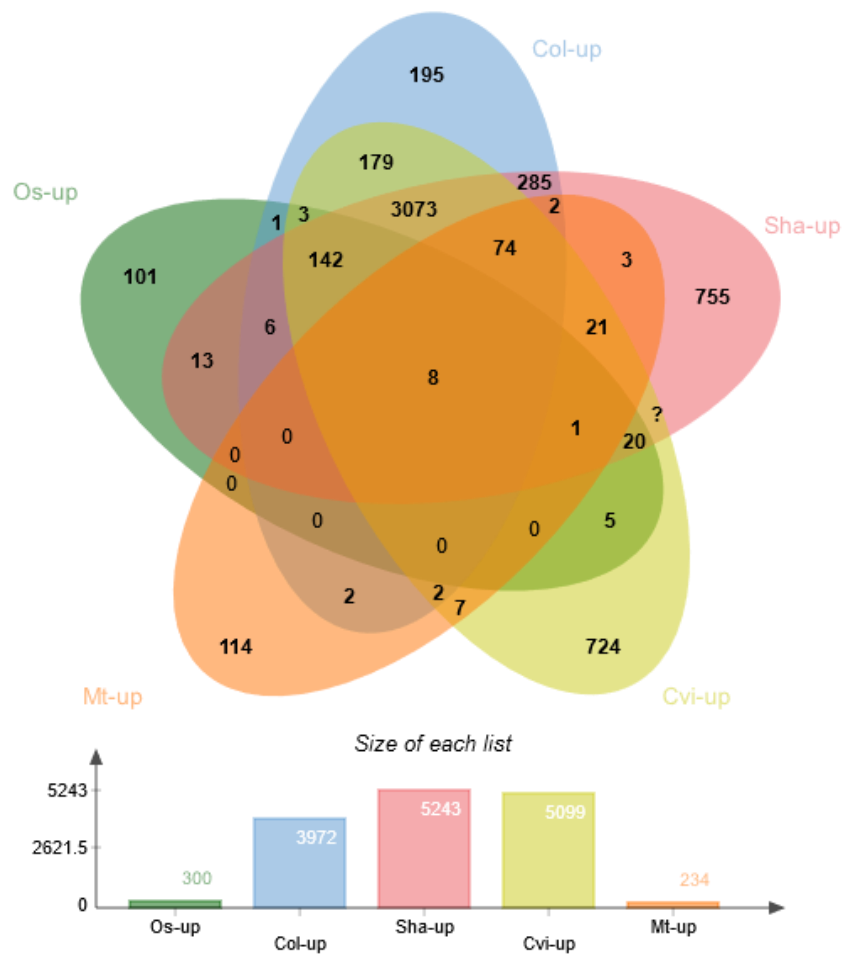

B. Decreased transcript accumulation by O<sub>3</sub>.

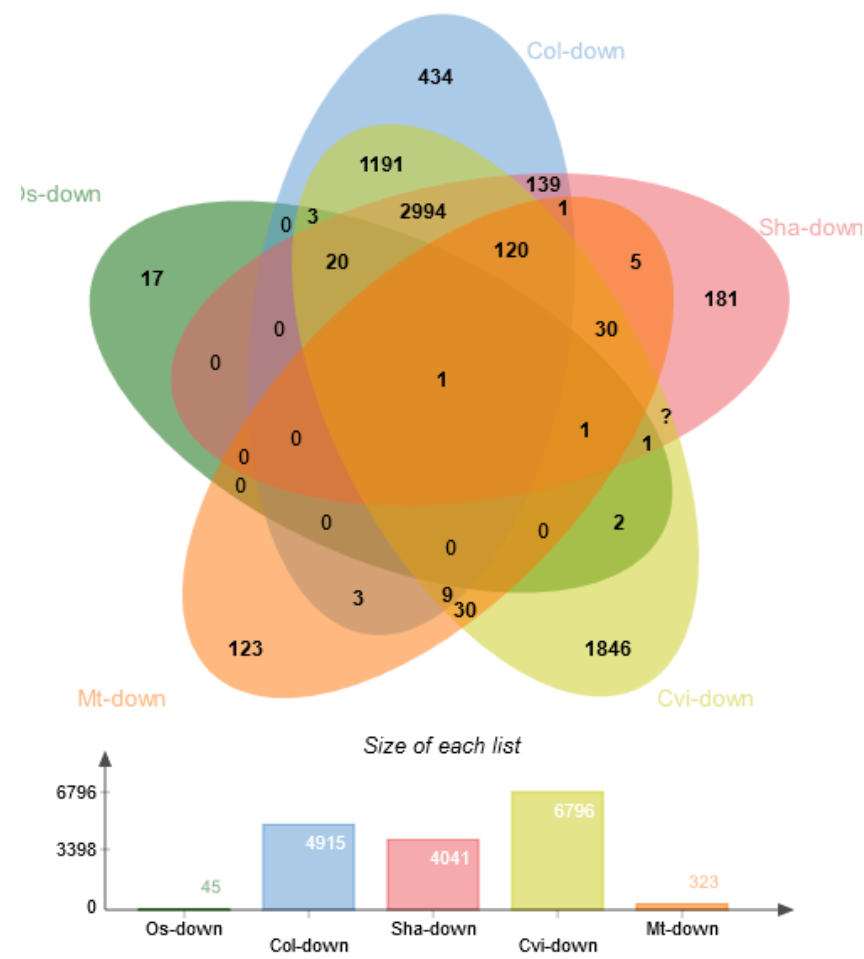

Supplemental Figure S4. Identification of common O<sub>3</sub> regulated genes in Arabidopsis, Medicago and rice. Overlap between genes differentially expressed in Col, Sha and Cvi after the O<sub>3</sub> treatment (350 nL L<sup>-1</sup> for 2 h) with Arabidopsis orthologues of genes regulated by O<sub>3</sub> (70 nL L<sup>-1</sup>, 6 h per day for 6 days) in Medicago (Iyer et al., 2013) and by O<sub>3</sub> (108 nL L<sup>-1</sup> 7 h per day for 8 days) in rice (Ashrafuzzaman et al., 2018). Genes with increased (A) and decreased (B) transcript accumulation.

How the deposited data were processed for this re-analysis (not part of the article)

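The counts analysed are those the authors deposited, the number of reads counted on each gene with HTSeq, for 24 samples. The aligner, its version and the annotation are not stated in the paper's text or in the sample labels. Of the genes in each file, 32835 matched a locus tag of the reference table, and 6850 had no count in any sample. The paper's own values came from Kallisto on AtRTD2 and edgeR v3.14.0 with the likelihood-ratio test.

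Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with at least 1 count over the fitted samples were kept, TMM factors were computed, and O_3_ was compared with CA by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment at FDR ≤ 0.05. The 2 Col sets were fitted separately and, with the set as a covariate, together. The standard error of a log2FC is its size divided by the square root of the F statistic and is approximate.

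Depth was taken as the total count per sample. Over the 12 samples of each experiment, Col and mutant together, the highest total divided by the lowest was 1.66 in the experiment of set 1 and 1.01 in that of set 2.

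Genes were named if the paper names them, or if they were among the 5 largest changes in a direction, the 2 largest per GO term, or the 3 largest per mutant comparison or TF list, with a mean count of at least 10. Genes similar in sequence to a named gene were searched for in the reference sequences, and each such pair is given where it concerns a printed value. At most 40 genes per GO term were readable in Supplemental Table S2.

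Alternatives fixed in advance were the likelihood-ratio test, DESeq2, edgeR's filter for low counts, RLE normalization, a test against a fold change of 1.2, a log2FC of at least 1.2 beside the FDR, the replicate number as a block, and each sample left out in turn. Alternatives added after the data had been seen are listed separately as such.

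A self-test on simulated counts planted a log2 change of 1 or 2, in either direction, in 200 genes. These genes were drawn from those above a minimum mean count. In set 1 the quasi-likelihood test recovered 85% of them with 45 false calls, the likelihood-ratio test 87.5% with 75, and DESeq2 87% with 49. In the comparison of coi1-16 ein2 sid2 with Col it recovered 52% with 9 false calls. These values are for random seed 1; the self-test was first run with another seed, with which the quasi-likelihood test made fewer false calls in set 1 and recovered fewer changes in the mutant comparison.

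The Sha and Cvi samples, the stomatal conductance measurements and the enrichment tests of GO terms were not analysed here.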

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

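Of the tests below, those on GC content, gene length, thinning and the genes with the most counts were chosen after the data had been seen but before their own result was known, and 2 were chosen only after the result was seen: the weak response of O_3_ replicate 2 of coi1-16 ein2 sid2 as an explanation, and the search for rescaled counts in set 2. The fit without that sample was itself fixed in advance, among those that leave out each sample in turn, while the fit that leaves out the same replicate of Col as well was added after the result was seen.

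In the Col samples, 3 values of CA set 1 replicate 2 stood apart from the other samples of their group. WRKY40 had 6.21 normalized CPM, against 2.25 to 3.26 in the others. CYP81G1 had 0.07 where the others had 0, a value from 2 reads, and any read at all would have stood apart there. The total count was 28268643. Of 106 groups examined 3 stood out, against 5.3 expected by chance, but this number does not account for all 3 falling in the same sample. On dimension 1 of the scaling of Col samples it lay nearest to the O_3_ samples of all CA samples, at -2.13. SID2 had 50.3 normalized CPM in it, against 22.5 and 21.2 in CA replicates 1 and 3 of set 1, and CML37 had 3.35, against 0.756 and 0.433. A stretch of 122 bases of SID2 is 94.3% identical to AT1G35513, so its reads can be shared. In the same-numbered CA sample of coi1-16 ein2 sid2, CML37 was also higher, with 2.51 against 0.243 and 0.572, and so was SID2, with 13.3 against 9.49 and 9.36, so that for these genes the difference was at least partly shared by replicate 2 of both genotypes. ANAC04 was not higher in that mutant sample (0.0796, against 0.365 and 0.26), and WRKY40 did not stand apart in it (1.83, against 0.852 and 1.82). CYP81G1 again had 2 reads in it and 0 in the other CA samples of the mutant. Without this sample the log2FC of ANAC04 in set 1 was 3.31 in place of 2.52. Whether the cause is technical or biological was not tested, and the sample was kept.

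In coi1-16 ein2 sid2, 6307 genes were changed by O_3_ at FDR ≤ 0.05, and in tga2 tga5 tga6, 13626. Without O_3_ replicate 2 of coi1-16 ein2 sid2, which responded weakly, the number for this mutant was 11874. With any other of its samples left out it was between 3428 and 4026. The 6307 genes thus do not measure how far the response of this mutant is reduced. The paper's text on the accessions does not use these samples. Of the 4 splits of the samples that part as many same-numbered pairs, 1 gave as many genes in coi1-16 ein2 sid2 (the real split), and 1 in tga2 tga5 tga6. The same held in Col, with 1 of 4 splits in set 1, 1 of 4 in set 2 and 1 of 32 over both sets. With 4 splits the smallest possible share is 25%, so this comparison could not have ruled out a chance effect of the grouping within a single set or mutant. In each of these 4 groups of samples every other split gave 0 genes, including the 6 that part fewer pairs. Over both Col sets the largest number from another split was 7240, against 14644 for the real split.

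The O_3_ response of 61 genes differed between coi1-16 ein2 sid2 and Col, and of 86 genes between tga2 tga5 tga6 and Col. As many genes or more were found in 6 of 32 splits for the first comparison and in 6 of 32 for the second. These splits all leave the O_3_ samples of the 2 genotypes together or exchange all of them, and in each comparison the 24 splits that mix the genotypes among the O_3_ samples gave 0 genes. A difference between the genotypes in O_3_ is thus enough to reach the numbers, and the splits do not show whether it is a difference in response. The splits were made without the replicate block, although same-numbered Col and mutant O_3_ samples were correlated (mean r of 0.56 and 0.6). With the replicate block the numbers were 86 and 334. Correction for GC content on top of the block gave 88 and 321, and correction for gene length 81 and 332, so neither correction moved the blocked numbers much. Without the block, thinning all samples to the smallest total gave 69 and 85 genes, and removal of the 10 genes with the most counts 64 and 86. No sample of tga2 tga5 tga6 had a TGA2 count within the range of Col (0 samples). For coi1-16 ein2 sid2 the ranges of 2 of 3 mutated genes overlapped with Col, while EIN2 separated all samples. For the numbers of genes as a whole, these tests do not settle how far they reflect a difference in the O_3_ response. For some single genes the values are clearer. UGT75B1 rose in Col set 2 from 4.21 to 23.9 normalized CPM and fell in tga2 tga5 tga6 from 2.94 to 0.403, a difference in log2FC of -5.33 (FDR = 1.83e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). RAP2.9 rose in Col set 1 from 0.607 to 24.0 and in coi1-16 ein2 sid2 from 0.79 to 1.99, a difference of -3.91 (FDR = 0.00799 by the same test). Both differences stayed at FDR ≤ 0.05 in every alternative. Of the 6 differences between a mutant and Col named by the rule, however, 3 were weaker in some alternatives. NAC019, with a difference of -4.67 between coi1-16 ein2 sid2 and Col (FDR = 0.0471 by the same test), was weaker in 9. GSTU24 was weaker in 3 and ARGOS in 1.

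O_3_ replicate 2 of coi1-16 ein2 sid2 responded less than replicates 1 and 3, and without it 621 genes differed from Col. O_3_ replicate 2 of Col set 1 was also the weakest of its group, with a slope of 0.68 against 0.81 and 0.84, where the mutant sample had 0.46 against 0.82 and 0.81, so the weaker response was partly shared by replicate 2. Leaving out only the mutant sample makes the comparison unbalanced, and with O_3_ replicate 2 of both genotypes left out 738 genes differed. The sample might be a mixture of CA and O_3_ RNA. The fractions estimated from increased and from decreased genes differed by 0.16, which does not settle it, since other samples gave 0.01 to 0.21. A response reduced evenly on the log2 scale would give a ratio near 1 between genes of large and small response. The ratio was 1.33, outside the 0.74 to 1.04 of the other 11 samples, so an even reduction does not describe this sample. Whether the weak response is technical or biological cannot be told apart.

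The O_3_ response of the 2 Col sets differed for 0 genes at FDR ≤ 0.05 (1136 at unadjusted p < 0.05, and 597 to 3498 with 1 sample left out). Of the 32 splits, 29 gave 0 genes, and the largest number was 6. Any split gives at least 0 genes, so these splits carry no information on the sets. Their CA samples differed for 0 genes (1878 at unadjusted p < 0.05). The totals of set 2 were nearly equal, but every whole number from 1 to 200 occurred as a count in each sample (100%), which rules out only that counts were scaled up after counting. Scaling down, or drawing equal numbers of reads, would leave no gaps and was not tested.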

How the results depend on the processing

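Of the tests in this part, the fit without O_3_ replicate 2 of both genotypes was chosen only after the result was seen. The GC-content and gene-length corrections, and the alternatives for genes changed by O_3_ in the mutants, were chosen after the data had been seen. Over 36 results, 406 values from alternatives were compared: 346 counted as the same, 31 were weaker, 11 stronger, 18 moved and 0 reversed. A number of genes counted as the same within a factor of 1.5, and a TF share within its 95% interval. A GO-term median did so if it moved by less than the SD of the replicate pairs. A list median did so if it stayed outside the central 95% of the random lists on the same side. For 18 results no value left these limits, although values could still differ within them. The cause was not tested where a value changed, except as stated among the tests.

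With a log2FC of at least 1.2 beside the FDR, the increased genes fell to 3034 in Col set 1, 3335 in set 2 and 3483 over both, and the decreased genes to 1304, 2217 and 1736. The share of increased TF genes moved to 18.3%, 20.1% and 20.2%, and that of decreased TF genes to 9.5%, 11.7% and 10.7%. With the test against a fold change of 1.2 the share of decreased TF genes was 18.9% in set 1 and 26.3% over both. With 1 sample left out it ranged from 18.9% to 25.9% in set 1 and from 24.1% to 29% in set 2, and the share of increased TF genes in set 2 from 26.6% to 33.5%.

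For coi1-16 ein2 sid2 against Col (61), DESeq2 gave 251, the likelihood-ratio test 276, leaving out 1 sample 18 to 621, and leaving out O_3_ replicate 2 of both genotypes 738. For tga2 tga5 tga6 against Col (86), the values were DESeq2 251, the likelihood-ratio test 277, the test against a fold change 56, the replicate block 334, with GC-content correction 321, with gene-length correction 332, and 35 to 200 with 1 sample left out. Genes changed by O_3_ numbered 3505 in coi1-16 ein2 sid2 and 5966 in tga2 tga5 tga6 with the log2FC limit. With 1 sample left out they numbered 3428 to 11874 in coi1-16 ein2 sid2, the highest without its weakly responding O_3_ replicate 2.

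The median log2FC in Col of genes from the terms listed as decreased only in Sha (-0.29) was -0.21 in set 1 alone and -0.285 for genes with at least 10 counts, and -0.393 to -0.258 with 1 sample left out. That of genes from the terms listed as increased only in Cvi (0.34) was 0.25 in set 2 alone.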

Differences from the paper's values

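The paper gives 3972 genes with increased transcript accumulation in Col. In set 1, taken as the samples of the paper, 5619 were found, and 5903 with the likelihood-ratio test of the paper's methods. Both are higher than the paper's number but within the factor of 1.5 fixed in advance for counts of genes. In set 2, taken as not used by the paper, 6295 were found. Of the alternatives set before the data were examined, the test against a fold change of 1.2 (5494), a log2FC of at least 1.2 beside the FDR (3335) and every fit without 1 sample (5285 to 5825) except that without O_3_ replicate 1 (6809) did not differ from the paper's number by this factor. The filter for low counts (6221), RLE (6554), DESeq2 (6284), the likelihood-ratio test (6542), the replicate block (6405) and the fit of all 12 samples of the experiment (6684) did. Over both sets 7500 were found, and only the log2FC limit (3483) brought the number within the factor. The paper's text gives this limit beside the FDR for increased genes. For decreased genes it prints log2FC ≤ 1.2, without a minus sign, which is not the limit of at least 1.2 in size used here. With the limit in size, the decreased genes differed from the paper's 4915 in set 1 (1304), set 2 (2217) and over both sets (1736). The share of decreased TF genes then differed from the paper's 23.2% (9.5%, 11.7% and 10.7%). Of the 1836 increased Col genes readable in the paper's Table S1, 1030 had a log2FC of at least 1.2, and the lowest was 0.418, so the limit was not applied to that list.

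The paper gives 155 TF genes increased in Col. In set 1, 213 were found, higher but within the factor, and in set 2, 236. The filter for low counts (230), DESeq2 (232), the test against a fold change (212), the log2FC limit (146) and every fit without 1 sample except that without O_3_ replicate 1 did not differ from it. Over both sets 260 were found, and only the log2FC limit (147) did not differ.

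For UGT75B1 in set 1 the log2FC was 2.18, and the paper's Table S1 gives 1.66. Only the fit without O_3_ replicate 1 of set 1 (1.79) did not differ.

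The paper states that WRKY38, ANAC04 and ANAC068 were highly induced only in Sha, with logFC > 3 as the limit. In set 1, taken as the samples of the paper, all 3 genes were below this limit in Col, but without CA replicate 2 of set 1 ANAC04 was above it (3.31). In set 2 and over both sets ANAC04 and ANAC068 were above it (3.50 and 3.11 over both), but with 1 sample left out ANAC068 over both sets ranged from 2.92 to 3.35, so that its place above the limit depends on single samples. At FDR ≤ 0.05, ANAC04 was increased in set 1 (log2FC 2.52) and in set 2 (4.31), and ANAC068 in set 1 (2.86) and in set 2 (3.31). WRKY38 was called increased in set 2 (2.29) and not in set 1 (1.30). The paper's Table S1 lists ANAC04 for Col with a log2FC of 2.37.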

Other observations

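The random-list comparisons were set out before their result was known. Those for genes not called in the listed direction in set 1 were the exception, chosen only after the data had been seen.

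Supplemental Table S3 lists genes of the GO terms enriched among the genes responding only in Sha or only in Cvi. They are fewer than the accession-specific genes, with 66 readable where the paper gives 186 genes decreased only in Sha, and 416 where it gives 1878 decreased only in Cvi. Over both Col sets the median of each of the 4 lists lay outside the central 95% of the random lists, in the listed direction, but not in every alternative. The 208 genes listed as increased only in Sha had a median log2FC of 0.46 in Col over both sets, with 80 called increased in set 1 and 142 in set 2. In set 2, taken as not used by the paper, the median lay at percentile 100 of 10000 matched random lists. For the 66 genes listed as decreased only in Sha the median was -0.29 and the percentile in set 2 was 0.38, while in set 1 alone it was 4.86 and for genes with at least 10 counts 3.04, both within that range. For the 416 listed as decreased only in Cvi it was -0.23, with percentile 0. For the 61 listed as increased only in Cvi the median was 0.34 over both sets, at percentile 99.3, and 99.14 in set 1 alone, but in set 2 it was 0.25, at percentile 97.01 and within the range of the random lists (-0.32 to 0.26), so that a shift was not shown for this list in set 2. Among genes not called in the listed direction in set 1, the medians in set 2 were 0.43 (Sha, increased), -0.39 (Sha, decreased), 0.05 (Cvi, increased) and -0.25 (Cvi, decreased). For Cvi, genes called in the opposite direction in set 1 were kept, 8 in the increased and 6 in the decreased list. Calls in the listed direction in set 1 and set 2 were 7 and 19 of 66 (Sha, decreased), 15 and 17 of 61 (Cvi, increased) and 39 and 118 of 416 (Cvi, decreased).

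The genes increased only in Sha had a median of 0.336 in set 1 alone and 0.483 in set 2 alone. Those decreased only in Cvi had -0.257 and -0.274. The percentiles were 100 and 0 in either set. These values would follow if part of the listed genes also responded in Col, and some were called in set 1 itself. For the list of genes decreased only in Cvi, the calls were 9.4% in set 1, where 5179 of all 24909 genes tested were decreased. This list leaves out genes that the paper called decreased in Col, and set 1 is taken as its samples. A low share in set 1 thus follows from how the list was made and does not count against a response in Col. In set 2 the calls were 28.4%, with 6224 of 24850 decreased. A gene can still respond more in Sha or Cvi than in Col, and the size of the response in those accessions was not analysed here.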
